# Mediator MED23 cooperates with RUNX2 to drive osteoblast differentiation and bone development

**DOI:** 10.1038/ncomms11149

**Published:** 2016-04-01

**Authors:** Zhen Liu, Xiao Yao, Guang Yan, YiChi Xu, Jun Yan, Weiguo Zou, Gang Wang

## Abstract

How lineage specifiers are regulated during development is an outstanding question, and the molecular regulation of osteogenic factor RUNX2 remains to be fully understood. Here we report that the Mediator subunit MED23 cooperates with RUNX2 to regulate osteoblast differentiation and bone development. *Med23* deletion in mesenchymal stem cells or osteoblast precursors results in multiple bone defects similar to those observed in *Runx2*^+/−^ mice. *In vitro*, *Med23*-deficient progenitor cells are refractory to osteoblast differentiation, and *Med23* deficiency reduces *Runx2*-target gene activity without changing Runx2 expression. Mechanistically, MED23 binds to RUNX2 and modulates its transcriptional activity. Moreover, *Med23* deficiency in osteoprogenitor cells exacerbates the skeletal abnormalities observed in *Runx2*^*+/*−^ mice. Collectively, our results establish a genetic and physical interaction between RUNX2 and MED23, suggesting that MED23 constitutes a molecular node in the regulatory network of anabolic bone formation and related diseases.

## Abstract (web summary)

The transcription factor Runx2 regulates osteoblast differentiation of mesenchymal stem cells. In this manuscript, the authors, using a specific conditional knock-out mouse model and molecular studies, demonstrate that the mediator subunit MED23 binds to Runx2 and is essential for driving mesenchymal stem cells toward an osteoblast fate.

Mesenchymal stem cells (MSCs) are multipotent progenitors that can self-renew and differentiate into several distinct cell lineages, including osteoblasts, chondrocytes and adipocytes^1^,^2^. Their differential potentials and intrinsic properties make MSCs of great interest for applications in a variety of cell-based therapies^3^,^4^,^5^,^6^. In the past few decades, several master regulators that specify the various cell fates associated with MSCs have been identified: for example, *Runx2* triggers MSCs to differentiate into osteoblasts^7^,^8^. The function of *Runx2* in osteoblast differentiation was initially demonstrated by observations that *Runx2*^−/−^ mice lack both mature osteoblasts and a mineralized skeleton^8^,^9^,^10^. Although *Runx2*^+/−^ mice do undergo skeletal mineralization, the process is impaired, with delayed closure of the fontanelles and clavicular hypoplasia^10^, resembling the cleidocranial dysplasia (CCD) phenotype that arises from *Runx2* haploinsufficiency in humans^9^. The skeletal pathologies in humans and mice highlight the importance of the precise regulation of *Runx2* activity during osteogenesis.

Apart from these key transcription factors, several cofactors have been found to be involved in the fine tuning of cell-fate determination^11^,^12^,^13^. One such cofactor is the transcriptional complex Mediator, which is a multiprotein complex that has been evolutionarily conserved from yeast to metazoans. The Mediator complex is recruited by transcription factors in response to developmental or environmental signals. Through direct protein interactions, Mediator links transcription factors to the RNA polymerase II (Pol II) machinery and modulates the transcriptional output^14^.

Our previous research demonstrated that the Mediator MED23 subunit acts as a molecular modulator to control the balance between adipogenesis and myogenesis^15^,^16^. However, it remained unknown whether MED23 is also involved in the development of osteoblasts, which, like adipocytes and myocytes, are also derived from mesenchymal progenitors. In this study, we provide evidence of a role for MED23 in osteogenesis. Mice deficient in *Med23* in MSCs or preosteoblasts display defective bone formation and impaired osteoblast differentiation, resembling the skeletal phenotype of *Runx2*^+/−^ mice. Further molecular studies demonstrate that MED23 cooperatively interacts with RUNX2 in the regulation of osteogenesis. Our results reveal that MED23 is an important regulator of osteogenesis and is essential for the transcriptional activity of RUNX2.

## Results

### Med23 deficiency in MSCs impaired bone ossification

To investigate the role of *Med23* in the commitment of MSCs to an osteoblast fate, we generated a *Med23* conditional knockout mouse model by crossing *Med23*^*fl/fl*^ mice^17^ with *Prx1-Cre* mice (Fig. 1a). The latter is a transgenic line wherein Cre activity is largely confined to ventral and craniofacial mesenchyme^18^,^19^. Western blot assays verified that MED23 was largely abrogated in bone marrow-derived MSCs (Fig. 1b). MSC-specific *Med23* deletion had no effect on survival or fertility. However, *Med23*^*fl/fl*^; *Prx1-Cre* mice (*Med23*_*MSC*_^*−/−*^) were shorter and underweight relative to their control littermates. Furthermore, as the *Med23*_*MSC*_^*−/−*^ mice aged, they developed a marked dwarfism phenotype with short legs that was independent of sex (Fig. 1c,d). The heterozygous mice (*Med23*_MSC_^+/−^) appear normal (Supplementary Fig. 1d). Consistent with this observation, the level of MED23 was barely reduced in bone tissue samples from *Med23*_MSC_^+/−^ mice (Supplementary Fig. 1c).

Notably, the membranous ossification of the skull was impaired in *Med23*_*MSC*_^*−/−*^ newborns compared with control littermates. The anterior and posterior fontanelles were enlarged and the cranial sutures were wider in *Med23*_*MSC*_^*−/−*^mice. Defective osteogenesis was not limited to cranial tissues, as the clavicles became thinner and shorter, and the sternum xiphoid was also hypoplastic (Fig. 1e). And these defects occurred as early as E15.5 when the bone mass is formed (Supplementary Fig. 1a). By contrast, a skeletal analysis of *Med23*_*MSC*_*+/*− mice confirmed that they were phenotypically normal relative to control littermates (Supplementary Fig. 1b).

To further determine the function of MED23 in the skeletal system, we utilized micro-quantitative computed tomography micro computed tomography (μ-CT) to compare skeletal elements isolated from *Med23*_*MSC*_^*−/−*^ mice with corresponding elements from control littermates. As shown in Fig. 1f, 6-day-old *Med23*_*MSC*_^*−/−*^ mice displayed hypomineralization of the calvaria compared with control mice. In addition, we found that 1-month-old *Med23*_*MSC*_^*−/−*^ mice were osteopenic, with reduced bone mineral density (BMD) and bone volume per tissue volume) (BV/TV) in the femoral trabecular bone relative to age-matched control littermates. Further analysis showed that the reduced trabecular number (Tb.N) of *Med23*_*MSC*_^*−/−*^ mice was accompanied by decreased trabecular thickness (Tb.Th) and a reduction in the Tb.N compared with those of control mice (Fig. 1g,h). Consistent with the decreased BMD in *Med23*_*MSC*_^*−/−*^ mice, an ELISA assay of PINP (N-terminal propeptide of type I procollagen), a marker of bone formation, revealed a reduced bone formation rate in *Med23*_*MSC*_^*−/−*^ mice (Fig. 1i). In adults, bone is continuously remodelled by bone-resorbing osteoclasts and bone-forming osteoblasts^20^. We performed a histological analysis and *in vitro* osteoclastogenesis experiment to exclude the possibility that the decreased bone density in the long bones of *Med23*_*MSC*_^*−/−*^ mice could be attributed to increased osteoclast differentiation and/or activity. We found that osteoclast activity was comparable between *Med23*_*MSC*_^*−/−*^ mice and their control littermates (Supplementary Fig. 2a,b). Moreover, the expression of osteoclastic genes did not change either (Supplementary Fig. 2c). Taken together, these results suggest an important role for *Med 23* in bone formation.

### Ablation of *Med23* in preosteoblasts reduced bone formation

To further determine whether the abnormal osteogenesis in *Med23*_*MSC*_^−/−^ mice results from a primary defect in osteoblast development, we generated an osteoblast-specific *Med23*-deleted mouse model (*Med23*_*ob*_^*−/−*^ mice) by crossing *Med23*^*fl/fl*^ mice with osterix (*Osx*)*-Cre* mice, a line in which *Cre* expression is primarily restricted to osteoblast precursors^21^ (Fig. 2a). Western blot assays showed that MED23 decreased in the bone of both *Med23*_ob_^+/−^ and *Med23*_ob_^−/−^ mice (Supplementary Fig. 3b). Consistent with decline in protein of MED23, histological analysis by alcian blue and alizarin red (ARS) staining showed defects in the skeleton occurring in both *Med23*_ob_^+/−^ and *Med23*_ob_^−/−^ newborns, and more severe in the latter, including abnormality in calvarial and clavicle ossification (Supplementary Fig. 3a). However, *Osx*-Cre transgenic mice have been found to manifest defects in bone phenotype, such as to delay bone mineralization and develop scapula calluses^22^,^23^. To exclude such effect of Osx-Cre, we made a comparison between *Med23*_ob_^−/−^ mice and *Med23*_ob_^+/−^ control littermates that were both in the context of *Osx*-Cre. Again, *Med23*ob^−/−^mice developed runty and underweight compared with age-matched control littermates (Fig. 2b,c). Mice with *Med23* deficiency in osteoblast reproduced the phenotype of *Med23*_*MSC*_^*−/−*^ mice, including impaired membranous ossification of calvarial bones and dysplasia of the clavicles, although the sternum appeared normal. In the *Med23*_*ob*_^*−/−*^ mice, the bone was obviously porous; this feature was more evident in the bones of the skull (Fig. 2d,e). μCT analysis further confirmed the osteopenic phenotype of *Med23*_*ob*_^*−/−*^ mice (Fig. 2f,g). Likewise, relatively lower levels of serum PINP indicated a decreased bone formation rate in *Med23*_*ob*_^*−/−*^ mice (Fig. 2h). Again, *in vivo* and *in vitro* osteoclastogenesis showed comparable levels of osteoclasts between *Med23*_*ob*_^*−/−*^ mice and control littermates (Supplementary Fig. 4a–c). Hence, the *Med23*_*ob*_^*−/−*^ mice recapitulate the defects observed in *Med23*_*MSC*_^*−/−*^ mice with striking fidelity, supporting the conclusion that *Med23* is necessary to the differentiation and function of committed osteoblast precursors.

### *Med23* is required for the osteoblast differentiation of MSCs

Next, we asked whether *Med23* deficiency affects the osteogenic potential of MSCs in a cell-autonomous manner. Primary MSCs were isolated from the bone marrow of control and *Med23*_MSC_^−/−^ littermates, and the deficiency of *Med23* in the MSCs from Med23_MSC_^−/−^ mice was confirmed by western blot assay (Fig. 3a). *Med23* deficiency in MSCs does not appear to alter the cell viability or growth rate, indicated by comparable numbers of colony-forming unit fibroblasts (c.f.u.-F) (Fig. 3b). However, *Med23*^−/−^ MSCs displayed markedly decreased alkaline phosphatase (ALP) activity and mineralization (Fig. 3c,d). In addition, the mRNA levels of osteogenic genes, such as osteocalcin (*Ocn*), were significantly downregulated in *Med23*_MSC_^−/−^ cells (Fig. 3e), while Runx2, a key regulator in bone development, did not change during osteogenesis (Fig. 3a,e). Similarly, impaired osteogenesis was observed in Med23-deficient osteoblasts too (Supplementary Fig. 6). These results indicated that *Med23* functioned necessarily in osteogenesis *in vitro*.

To exclude developmental differences between control and *Med23*^−/−^ primary MSCs, we infected wild-type primary bone marrow MSCs with retroviruses expressing either shRNAs targeting *Med23* or control shRNA. Consistent with the differentiation difference between WT and Med23 KO primary MSCs, shRNA-mediated acute knockdown of *Med23* in MSCs also resulted in decreased osteogenesis, as indicated by ALP and ARS staining (Supplementary Fig. 5a). Real-time PCR analysis showed that *Med23* knockdown reduced the expression of osteogenic marker genes such as *Osx*, *Alp*, collagen type I (*Col1a1*) and *Ocn*. However, noticeably, the expression of Runx2, the master regulator for osteoblast differentiation, was unaffected by *Med23* deficiency (Supplementary Fig. 5b).

Collectively, these results showed that *Med23* is required for osteoblast differentiation. The key osteogenic genes downregulated in *Med23*-deficient cells are known targets of Runx2, suggesting that MED23 might regulate osteoblast differentiation via Runx2.

### *Med23* regulates the gene network of bone development

Despite our observation that the expression of *Runx2*, a master transcription factor for osteoblast differentiation, was not affected by *Med23* deletion during osteogenesis, *Med23*_*MSC*_^*−/−*^ mice appeared to phenocopy the skeletal defects of *Runx2*^+/−^ mice, including delayed closure of the fontanelles, clavicular hypoplasia and decreased bone density^10^, suggesting that *Med23* and *Runx2* share a functional mechanism. 

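The RNA-seq experiment covered 4 groups of 3 mice each, namely control and *Med23*_MSC_-/- littermates (the *Med23*_MSC_-/- set) and WT and *Runx2*+/- littermates (the *Runx2*+/- set). The methods give the tissue as parietal bone at postnatal day 2, whereas the deposited labels give calvaria of newborn mice. The authors deposited 1 value per RefSeq transcript and mouse in FPKM (fragments per kilobase of transcript, scaled to the fragments of the library). The paper's text and the labels do not name the aligner, the program that estimated the values or the genome build. The FPKM values of a mouse summed to between 891329 and 1068933. The smallest values of genes with 1 transcript gathered at what 1 fragment is worth, which put the depth at roughly 9220000 to 11800000 fragments per control mouse (median 10900000) and 7940000 to 9080000 per *Med23*_MSC_-/- mouse (median 8510000). By the same estimate, WT mice had 9310000 to 11500000 fragments (median 9630000) and *Runx2*+/- mice 7800000 to 9970000 (median 8600000). The 10 most abundant genes held between 14.3% and 16.3% of the FPKM sum of a mouse. Pearson r between the log2 values of 2 libraries, taken across genes, which are not independent replicates, was between 0.978 and 0.988 within a group and at least 0.963 between any 2 mice.

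The values of all transcripts of a gene were added up, which gave 23715 genes, and 13059 genes with at least 1 FPKM in at least 3 of the 12 mice were tested. Each mutant group was compared with its own littermates by limma with a mean-variance trend on log2(FPKM + 1), with 6 mice per fit and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values. *Med23*, on chromosome 10 of GRCm38 from 24869986 to 24913529, had 5.32 ± 0.73 FPKM in control mice and 5.30 ± 0.42 FPKM in *Med23*_MSC_-/- mice (SD, n = 3 each). Its log2 fold change was 0.00 (standard error 0.12, limma adjusted p = 0.997). *Runx2*, on chromosome 17 from 44495987 to 44814797, had 31.6 ± 5.39 FPKM in WT mice and 33.5 ± 2.76 FPKM in *Runx2*+/- mice (SD, n = 3 each), a log2 fold change of 0.09 (standard error 0.13, limma adjusted p = 0.796). *Xist*, which is transcribed from the inactive X chromosome of females, had 49.1 FPKM in control mouse 2, 37.8 FPKM in control mouse 3 and 42.4 FPKM in WT mouse 1. It stayed at or below 0.0663 FPKM in every other mouse, so that both mutant groups held male libraries only and both control groups were mixed.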

To compare the effects of *Med23* and *Runx2* on global gene expression patterns, we performed RNA-seq with total RNA extracted from the calvaria of control and *Med23*_MSC_^*−/−*^ littermates, as well as WT and *Runx2*^+/−^ littermates. 

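Across the 13059 tested genes, the log2 fold changes of the *Med23*_MSC_-/- set and of the *Runx2*+/- set had a Pearson r of -0.14 and a Spearman rho of 0.14. Both coefficients are across genes, which are not independent replicates. In all, 7421 genes (56.8%) moved in the same direction in both sets. A per-gene correlation was also computed, as a reading of the gene pairwise correlation in Fig. 4a. For each gene, the log2 values of the 6 mice of the *Med23*_MSC_-/- set were paired with those of the 6 mice of the *Runx2*+/- set by genotype and replicate number. The median Pearson r per gene over 13058 genes was 0.214 (quartiles -0.162 and 0.524), and 65.1% of the genes had an r above 0. With the 6 values of the *Runx2*+/- set shuffled for each gene separately, the median was -0.00765 and 49.3% of the genes had an r above 0. Such shuffling removes what genes share between mice, so its median lies near 0 by construction. With whole mice regrouped differently in both sets, the median per-gene r reached up to 0.193. The Kolmogorov-Smirnov distance between both distributions was 0.166, and the density of the matched r peaked at 0.41. The match of replicate numbers between mice of different crosses is arbitrary. Averaged over all 36 ways to match the replicates within genotype, the median per-gene r was 0.0751. With 1 mouse left out in turn, it stayed between 0.145 and 0.306, and the Pearson r of the fold changes stayed between -0.24 and -0.02.

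Skeletal muscle genes were examined as a possible contributor to the negative Pearson r. The median log2 fold change of 10 skeletal muscle genes was 2.99 in *Med23*_MSC_-/- mice and -4.76 in *Runx2*+/- mice. Without the 165 genes that followed these genes between mice of the same group (r above 0.8), the Pearson r across genes was 0.14. With the means of the muscle, cartilage, neural, epidermis and erythroid lists as covariates, r stayed negative, at -0.0391. A contribution of muscle genes is thus possible but not settled.

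**Figure D1:**
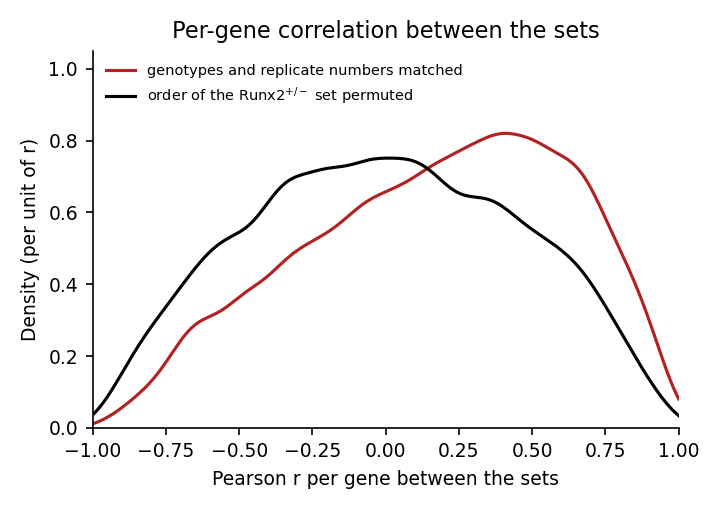
Density of the Pearson r per gene between both sets (x axis, no unit; y axis, density per unit of r), over 13058 genes. The red line, with genotypes and replicate numbers matched, peaks at an r of 0.41. The black line, with the values of the *Runx2*+/- set shuffled for each gene separately, is centred near 0 by construction, at a median of -0.00765.

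**Figure D2:**
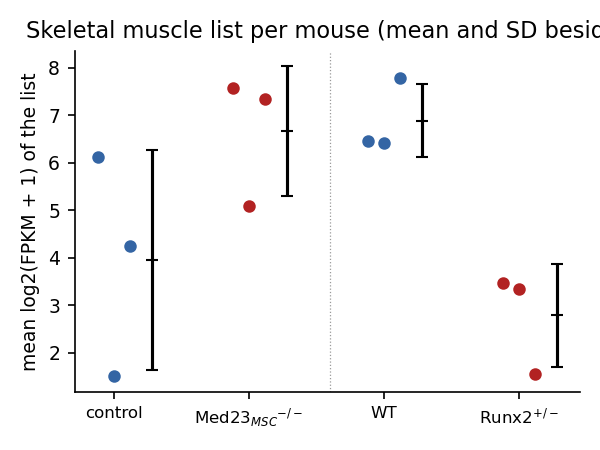
Mean log2(FPKM + 1) of 10 skeletal muscle genes in each mouse of the 4 groups (points), with the mean and SD of each group beside the points. The level went from 1.50 to 6.12 among control mice, and all 3 *Runx2*+/- mice lay below all 3 WT mice.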

Globally, *Med23*_MSC_^−/−^ versus control and *Runx2*^+/−^ versus WT revealed a significantly positive correlation in global gene expression (Fig. 4a). 

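The 219 genes lower more than 1.5-fold in *Med23*_MSC_-/- mice (log2 fold change below -0.58 and unadjusted limma p under 0.05) were followed in the *Runx2*+/- set, whose mice had no part in choosing them. Both sets had female libraries among the controls only. The median log2 fold change of the 219 genes in *Runx2*+/- mice was -0.22. This median lay below all 10000 random lists of the same size matched on mean expression, whose medians went down to -0.04. Random lists take genes as independent and do not measure the spread between mice. With the mice of both sets regrouped, 24 of 100 pairs of groupings, the real one included, gave a median as far from 0. For each grouping, genes lower and genes higher were both followed. In *Runx2*+/- mice, 146 of the 219 genes were lower than in WT mice, and 16 of them had a limma adjusted p under 0.05. The mean log2 value of the list per mouse was 3.66 ± 0.07 in WT mice and 3.45 ± 0.07 in *Runx2*+/- mice (SD, n = 3 each), and all 3 *Runx2*+/- mice lay below all 3 WT mice. The exact two-sided permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. With 1 mouse left out in turn, the median log2 fold change of the list in *Runx2*+/- mice stayed between -0.29 and -0.11. Without WT mouse 1, the female library of the *Runx2*+/- set, it was -0.20, below all matched random lists.

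The converse list, the 369 genes lower more than 1.5-fold in *Runx2*+/- mice, had a median log2 fold change of 0.08 in *Med23*_MSC_-/- mice, at percentile 98.2 of the matched random lists. The mean log2 value of this list per mouse was 2.83 ± 0.39 in control mice and 3.16 ± 0.41 in *Med23*_MSC_-/- mice (SD, n = 3 each; exact two-sided permutation test, p = 0.4). That test does not use the replicate numbers of the labels. Each *Med23*_MSC_-/- mouse lay above the control mouse of the same number (3.56 against 3.25, 2.75 against 2.49 and 3.17 against 2.75).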

We next found that downregulated genes in *Med23*_MSC_^−/−^ set presented in a similar pattern in *Runx2*+/− set (Fig. 4b). 

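With a log2 fold change below -0.58 (1.5-fold) and an unadjusted limma p under 0.05, 219 of the 13059 tested genes were lower in *Med23*_MSC_-/- mice than in control mice. By the same criteria, 369 genes were lower in *Runx2*+/- mice than in WT mice. The lists shared 38 genes, which is 17.4% of the *Med23*_MSC_-/- list, while the *Runx2*+/- list held 2.83% of the tested genes. The overlap expected by chance was 6.19 genes (odds ratio 7.93, one-sided Fisher's exact test, p = 1.16e-19), in a test that takes genes as independent, which they are not. The threshold moved these counts most. With a log2 fold change below -0.5 alone, 390 genes were lower in *Med23*_MSC_-/- mice, 562 in *Runx2*+/- mice and 108 in both. With an adjusted p under 0.05 in place of the unadjusted p, these numbers were 65, 163 and 6.

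At an adjusted p under 0.05, 73 genes were lower and 132 higher in *Med23*_MSC_-/- mice, and 195 genes were lower and 52 higher in *Runx2*+/- mice. At this threshold, 7 genes were lower in both sets and 10 were higher in both. Without a filter on low values, 0 genes were lower and 1 higher in *Med23*_MSC_-/- mice, and 3 lower and 2 higher in *Runx2*+/- mice. With 1 mouse left out in turn, 0 to 13 genes were lower and 0 to 22 higher in *Med23*_MSC_-/- mice. In *Runx2*+/- mice, these ranges were 28 to 135 and 6 to 34. The labels give all groups the replicate numbers 1 to 3, and a fit with the replicate number as a block gave 92 genes lower and 181 higher in *Med23*_MSC_-/- mice, and 69 lower and 21 higher in *Runx2*+/- mice. Deviations from the group means of same-numbered control and *Med23*_MSC_-/- mice had a mean r across genes of 0.164, the highest of the 6 ways to match the mice of both groups, and the next highest was 0.0938. In the *Runx2*+/- set it was -0.0421, the 5th highest of 6, where the highest was 0.054. The pairing is taken from the labels. With the block, 46 genes were lower more than 1.5-fold in both sets. Without WT mouse 1, which left male libraries only in the *Runx2*+/- set, 30 genes were.

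Of the 38 shared genes, *Mmp13*, *Stfa2l1*, *Sfrp4*, *Cfd* and *Xlr4b* had the largest fall in the set where they fell less. *Mmp13*, a collagenase gene on chromosome 9 of GRCm38 from 7272514 to 7283333, fell from 1440 ± 327 to 533 ± 261 FPKM in *Med23*_MSC_-/- mice and from 1548 ± 249 to 377 ± 79.0 FPKM in *Runx2*+/- mice (SD, n = 3 each). Its log2 fold changes were -1.53 (limma adjusted p = 0.0811) and -2.04 (limma adjusted p = 0.0054). The log2 fold changes of the other 4 genes were between -1.46 and -1.03 in *Med23*_MSC_-/- mice and between -2.48 and -1.09 in *Runx2*+/- mice. *Sfrp4* passed an adjusted p of 0.05 in *Runx2*+/- mice only (limma adjusted p = 0.0162), *Stfa2l1* in *Med23*_MSC_-/- mice only (limma adjusted p = 0.0359), and *Cfd* and *Xlr4b* in neither set. *Cfd* and *Xlr4b* had low values, with control means between 1.43 and 6.17 FPKM. These calls moved with the processing. *Sfrp4* also passed in *Med23*_MSC_-/- mice with the replicate number as a block (limma adjusted p = 0.0315) or with all 12 mice in 1 fit (limma adjusted p = 0.0322), a fit in which it no longer passed in *Runx2*+/- mice (limma adjusted p = 0.0919). In the same fit, *Mmp13* passed in *Med23*_MSC_-/- mice (limma adjusted p = 0.0243) and *Stfa2l1* did not (limma adjusted p = 0.276). *Xlr4b* passed in *Runx2*+/- mice with values rescaled to the same sum in each mouse, a setting chosen after the data had been seen (limma adjusted p = 0.0426).

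The genes with the largest fall in *Med23*_MSC_-/- mice, among those past an adjusted p of 0.05 and lower in every mutant mouse than in every control mouse, were *H2bc8*, *Dio2*, *Kcnj15*, *Egr1* and *Bglap*, with log2 fold changes between -2.25 and -1.95. By the same rule, the largest falls in *Runx2*+/- mice were those of *Tnnc2*, *Myl1*, *Ckm*, *Cox6a2* and *Acta1*, between -5.18 and -4.88. These are genes expressed in skeletal muscle, and their log2 fold changes in *Med23*_MSC_-/- mice were between 2.17 and 3.34, with limma adjusted p between 0.245 and 0.302. In *Runx2*+/- mice, none of these 5 genes passed an adjusted p of 0.05 with the replicate number as a block (limma adjusted p between 0.0507 and 0.101) or with all 12 mice in 1 fit (between 0.0584 and 0.104). Without a filter on low values, none of the shared genes named here passed it in either set, and none of the genes with the largest falls passed it in the set where they had them.

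**Figure D3:**
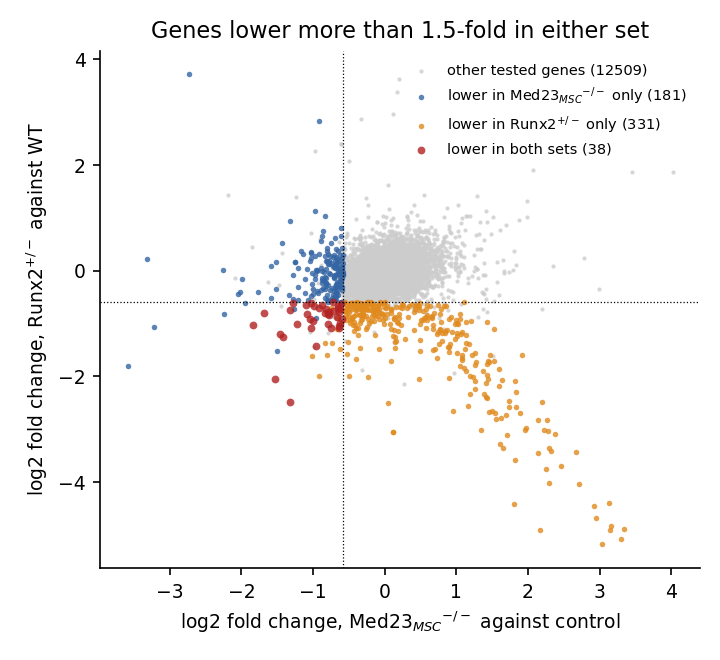
Log2 fold change of each of the 13059 tested genes in *Med23*_MSC_-/- mice (x axis) and in *Runx2*+/- mice (y axis), with dotted lines at the 1.5-fold threshold of -0.58. The 38 genes lower in both sets are red, and genes lower in *Runx2*+/- mice alone (orange) reach -5.18 on the y axis at positive values on the x axis.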

In more details, 438 genes were downregulated >1.5-fold in the *Med23*_MSC_^−/−^ set compared with the corresponding control, and 504 genes were downregulated >1.5-fold in the *Runx2*^+/−^ set compared with the control and a total of 124 genes overlapped between the 2 groups (Fig. 4c). These data further implied that these two molecules may function cooperatively. 

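The overlap was counted in all directions with the same criteria. There were 38 genes lower more than 1.5-fold in both sets and 31 higher in both, while 74 genes were higher in *Med23*_MSC_-/- mice and lower in *Runx2*+/- mice, and 7 were lower in *Med23*_MSC_-/- mice and higher in *Runx2*+/- mice. Whether the change of a gene differed between both sets was tested by an interaction contrast over all 12 mice. This difference had a limma adjusted p under 0.05 for 20 genes and an unadjusted p under 0.05 for 1992 genes, against 653 expected if no gene differed. With the mean of the skeletal muscle genes as a covariate, added after the data had been seen, these counts were 0 and 629. This covariate overlaps with genotype and widens the standard error 1.71 times, so the excess cannot be told apart from an effect of muscle. The count of 20 was not stable in alternatives chosen after the data had been seen. It was 6 without a filter on low values, 136 with the replicate number as a block and from 2 to 164 with 1 mouse left out. From the positive correlation, the similar pattern of the downregulated genes and their overlap, the paper proposes that MED23 and RUNX2 may act together.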

We then performed a gene ontology (GO) analysis of the set of 1.5-fold significantly downregulated genes from the *Med23*_MSC_^−/−^ sample. The results showed that these genes were enriched for associations with bone development and ossification (Fig. 4d). 

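The GO analysis of the paper was not repeated here, and a list of 16 osteoblast genes chosen from general knowledge was followed in its place. The median log2 fold change of this list in *Med23*_MSC_-/- mice was -0.43. It lay below all 10000 random lists matched on mean expression, whose medians went from -0.14 to 0.37. Of the 16 genes, 15 were lower in *Med23*_MSC_-/- mice. A limma adjusted p under 0.05 was reached by 2 genes that were lower and by 1 that was higher, and the log2 fold changes of the 16 genes went from -1.95 to 0.72. The mean log2 value of the list per mouse was 9.19 ± 0.05 in control mice and 8.65 ± 0.19 in *Med23*_MSC_-/- mice (SD, n = 3 each), and all 3 *Med23*_MSC_-/- mice lay below all 3 control mice. The exact two-sided permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. Values rescaled to the same sum in each mouse, a setting chosen after the data had been seen, moved the median most, to -0.53, while leaving out 1 mouse in turn kept it between -0.52 and -0.40. Of 4 listed osteocyte genes, 3 were measured, with a median log2 fold change of -1.02 in *Med23*_MSC_-/- mice at percentile 0.02 of the matched random lists.

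In *Runx2*+/- mice, the median log2 fold change of the osteoblast list was -0.03, at percentile 23.4 of the matched random lists, and 9 of the 16 genes were lower. The mean log2 value of the list was 8.91 ± 0.12 in WT mice and 8.80 ± 0.19 in *Runx2*+/- mice (SD, n = 3 each; exact two-sided permutation test, p = 0.6). The difference between the changes of the list in both sets was -0.44 on the log2 scale, with an exact p of 0.13 over the 400 ways to assign genotypes within the sets (adjusted p of 0.416 over the 16 lists compared).

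**Figure D4:**
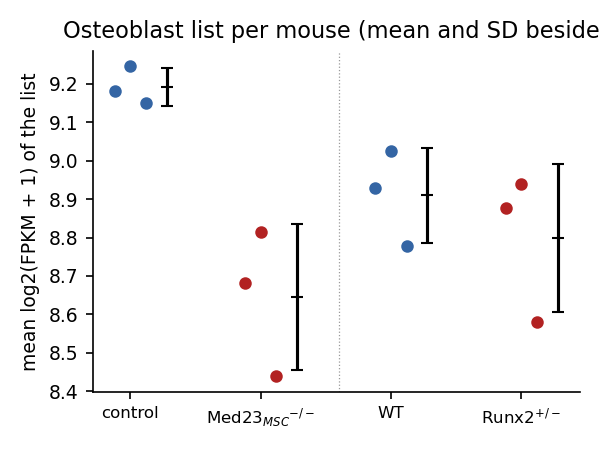
Mean log2(FPKM + 1) of the 16 osteoblast genes in each mouse of the 4 groups (points), with the mean and SD of each group beside the points. All 3 *Med23*_MSC_-/- mice lay below all 3 control mice, while *Runx2*+/- and WT mice overlapped.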

We verified the expression of osteoblast-specific genes in the calvaria from control and *Med23*_MSC_^−/−^ newborns by real-time PCR and found that osteogenic genes such as *Osx*, *Alp*, *Col1a1* and *Ocn* were significantly reduced in *Med23*_MSC_^−/−^ mice compared with controls, while *Runx2* and *Atf4*, another key factor involved in osteogenesis, were unchanged (Fig. 4e). Consistently, Von Kossa staining and immunohistochemical analyses of bone tissue sections from E16.5 control and *Med23*_MSC_^−/−^ embryos further confirmed the defects in bone formation and impaired osteoblast differentiation *in vivo* (Fig. 4f,g). Similarly, defects in ossification and decrease in osteogenic gene expression were observed in *Med23*_ob_^−/−^ mice (Supplementary Fig. 3c–e). 

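In the calvaria of *Med23*_MSC_-/- mice, *Runx2* had 26.7 ± 2.64 FPKM against 35.5 ± 4.31 FPKM in control mice (SD, n = 3 each). Its log2 fold change was -0.40 (standard error 0.12, limma adjusted p = 0.127). All 3 *Med23*_MSC_-/- mice lay below all 3 control mice (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With 1 mouse left out in turn, the log2 fold change of *Runx2* stayed between -0.50 and -0.32 and passed an adjusted p of 0.05 in none of the 6 fits. *Atf4* had a log2 fold change of 0.04 (limma adjusted p = 0.811).

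Osteocalcin (*Ocn*) is encoded by *Bglap* on chromosome 3 of GRCm38 from 88383495 to 88384466, beside its paralogs *Bglap2* and *Bglap3*, so that reads could have been split between the 3 genes when the values were estimated. *Bglap* fell from 9736 ± 1669 FPKM in control mice to 2663 ± 1040 FPKM in *Med23*_MSC_-/- mice (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.32, limma adjusted p = 0.0401). *Bglap2* fell from 5063 ± 477 to 1553 ± 526 FPKM (SD, n = 3 each), a log2 fold change of -1.77 (limma adjusted p = 0.0327). *Bglap3* was much less abundant, at 10.4 ± 4.86 and 4.33 ± 1.74 FPKM (SD, n = 3 each), with a log2 fold change of -1.04 (limma adjusted p = 0.188). With 1 mouse left out in turn, the log2 fold change of *Bglap* stayed between -2.16 and -1.57, but it passed an adjusted p of 0.05 in none of the 6 fits. *Bglap2* passed it in 1 of 6. Without a filter on low values, neither passed (limma adjusted p = 0.107 and 0.092).

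The other osteogenic genes of Fig. 4e fell, and *Col1a1* passed an adjusted p of 0.05 only with the replicate number as a block (limma adjusted p = 0.0472). *Col1a1* had 7254 ± 1780 FPKM in control mice and 4429 ± 853 FPKM in *Med23*_MSC_-/- mice (SD, n = 3 each), a log2 fold change of -0.70 (limma adjusted p = 0.129). *Sp7* (*Osx*) fell from 72.5 ± 10.5 to 54.0 ± 8.62 FPKM (SD, n = 3 each), by 0.42 on the log2 scale (limma adjusted p = 0.163). *Alpl* (*Alp*) had a log2 fold change of -0.42 (limma adjusted p = 0.233) and *Ibsp* (*Bsp*) one of -0.34 (limma adjusted p = 0.297).

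**Figure D5:**
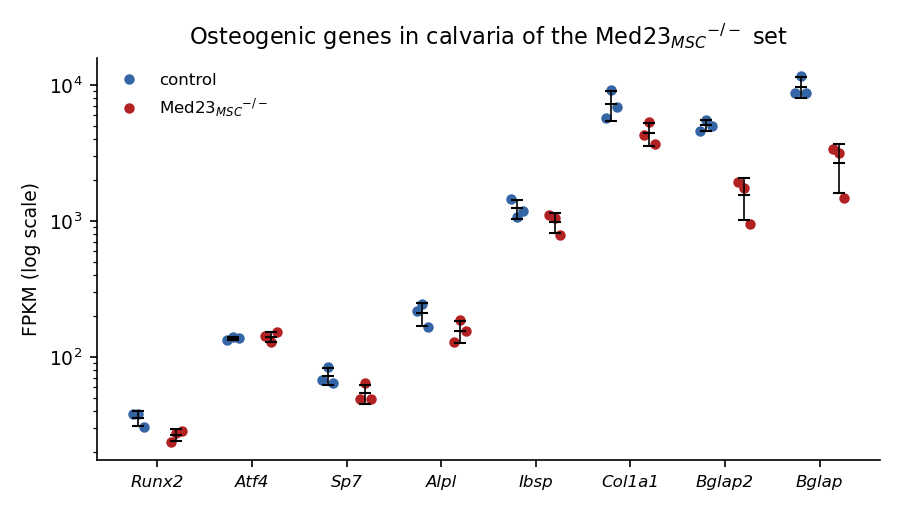
FPKM (log scale) of 8 genes in the 3 control mice (blue) and the 3 *Med23*_MSC_-/- mice (red) of the *Med23*_MSC_-/- set, with the mean and SD of each group in black. *Bglap* and *Bglap2* show the largest fall, to 2663 and 1553 FPKM, and *Runx2* falls from 35.5 to 26.7 FPKM.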

Both the *in vitro* and *in vivo* experiments thus showed that Med23 deletion reduced the expression of multiple *Runx2*-target genes while not affecting the expression of *Runx2* itself. These observations implied that MED23 may participate in osteoblast differentiation and bone development by controlling RUNX2 activity.

### *Med23* modulates Runx2 activity as a cofactor

We next set out to investigate whether MED23 controls the transcriptional activity of *Runx2*. To this end, we infected murine C3H10T1/2 embryonic fibroblasts with retroviruses expressing control or *Med23* knockdown shRNAs and then transfected the stable cells with a luciferase reporter driven by the *Ocn* promoter (OC1050-Luc), which is a prototypical Runx2-target gene promoter that is widely used as a tool to study the molecular regulation of osteoblast development^24^. In the absence of MED23, RUNX2-dependent activation of the *Ocn* promoter was significantly inhibited (Fig. 5a). The *Ocn* promoter harbours two binding sites: OSE2 and OSE1, which are specifically bound by Runx2 and ATF4, respectively^25^. To discriminate the effects of *Med23* deficiency on the two key factors, we performed the luciferase reporter assay with either 6XOSE2-Luc or 6XOSE1-Luc in control and Med23 shRNA knockdown cells. *Med23* deficiency specifically impaired the Runx2-driven activation of 6XOSE2-Luc but did not affect the ATF4-driven activation of 6XOSE1-Luc, suggesting a specific connection between Med23 and Runx2 (Fig. 5b,c). To further verify the specific regulation of RUNX2 activity by MED23, we performed a titration experiment with low and high doses of MED23 co-transfected with the OC1050-Luc reporter, which showed that RUNX2 activity was repressed gradually with increasing dose of MED23 (Fig. 5d). The repressive effect on RUNX2 activity by overexpression of MED23 was also confirmed by 6XOSE2-Luc reporter system (Supplementary Fig. 7a). By contrast, overexpression of MED23 did not affect ATF4 activity (Fig. 5d and Supplementary Fig. 7b). RUNX2 activity was quenched by high level overexpression of MED23 probably in that the exogenous MED23 may compete with endogenous MED23 within the Mediator complex to prevent the transcription factor *Runx2* from recruiting the Mediator complex.

Cooperative activation of the *Ocn* promoter by MED23 and RUNX2 led us to examine the physical interaction between the two molecules. We transfected 293T cells with tagged Runx2 and Med23 and performed a co-immunoprecipitation (co-IP) assay, which revealed that MED23 physically associated with RUNX2 (Fig. 5e). Consistent with these results, endogenous RUNX2 and MED23 interacted in differentiated MC3T3E1 osteoblastic cells (Fig. 5f). The interaction with MED23 was mediated via the Runt and PST domains of RUNX2 (Supplementary Fig. 8a,b). GST pull-down assay implied that MED23/RUNX2 interaction was likely direct (Supplementary Fig. 8c). Moreover, immunofluorescence staining showed that these two proteins largely colocalized in the nucleus (Fig. 5g). As gene transcription involves a key step in which the activators work with the Mediator complex to recruit RNA Pol II to the gene promoters, we next used a chromatin IP (ChIP) assay to test whether *Med23* deletion affected the recruitment of RNA Pol II by RUNX2 and the binding of RUNX2 to its target's promoter. The result showed that the occupancy of Pol II at the promoter of *Ocn*, a direct target gene of *Runx2*, was markedly decreased in the absence of MED23 while RUNX2 occupancy did not alter, suggesting that *Med23* deficiency impaired the recruitment of Pol II to the promoter of Runx2-target osteogenic marker genes (Fig. 5h). Taken together, these results suggest that the Mediator subunit MED23 acts as a coactivator of Runx2 to regulate osteoblast differentiation.

### *Med23* genetically interacts with *Runx2* during osteogenesis

Based on the *in vitro* findings described above, we next questioned whether MED23 synergized with RUNX2 *in vivo*. We hypothesized that if MED23 acts together with RUNX2 to regulate osteoblast activity, then deletion of *Med23* in parallel with *Runx2* haploinsufficiency *in vivo* should aggravate the skeletal defects observed in *Runx2*^+/−^ mice. To test this hypothesis and since disruption in single copy of *Med23* did not reduce the protein level of MED23, we crossed *Med23*_MSC_^−/−^ mice with *Med23*^fl/fl^*/Runx2*^+/−^ mice and analysed the skeletal phenotypes of E16.5 embryos by alcian blue/ARS double staining. As shown in Fig. 6a, both *Med23*^fl/fl^*/Runx2*^+/−^ mice and *Med23*_MSC_^−/−^ mice showed the previously reported CCD-like skeletal abnormalities observed in heterozygous *Runx2* mutant mice^8^,^10^. *Runx2*^+/−^/*Med23*_MSC_^−/−^ mice displayed significant bone defects, including delayed ossification of the fontanelles and hypoplasia of the clavicles (Fig. 6a). Furthermore, Von Kossa staining revealed reduced ossification of the long bones of E16.5 *Runx2*^+/−^ and *Med23*_MSC_^−/−^ mice compared with control mice. However, *Runx2*^+/−^/*Med23*_MSC_^−/−^ compound mutant mice displayed a more severe reduction in ossification (Fig. 6b). Consistent with the reduced Von Kossa staining, the expression of *Ocn* was decreased significantly in the *Runx2*^+/−^/*Med23*_MSC_^−/−^ compound mutant mice compared with the *Runx2*^+/−^ mice and *Med23*_MSC_^−/−^ mice (Fig. 6c). Taken together, these data indicate a genetic interaction between *Med23* and *Runx2* and provide *in vivo* verification that MED23 can regulate osteoblast function via cooperation with RUNX2.

## Discussion

The present study provides several lines of evidence that *Med23* is required for osteoblast differentiation and bone development. Homozygous loss of *Med23* in mesenchymal progenitors resulted in prominent defects in bone development, including hypoplasia of the clavicles, retarded ossification of the cranial bones and reductions in the trabecular bone and overall bone mass. Furthermore, *Med23* conditional knockout in preosteoblasts largely recapitulated the characteristics of *Med23*_MSC_^−/−^ mice. Phenotypic analysis showed that *Med23* deficiency affected both intramembranous and endochondral bone formation. *In vitro* differentiation experiments indicated that the defective osteogenesis happened in a cell-autonomous manner. In contrast to the impaired osteoblast development, the presence of multinucleated osteoclasts in the mineralized cartilage matrix of *Med23*-deficient mice indicated that osteoclast differentiation occurred normally.

MSCs can differentiate into different lineages, including osteoblasts, adipocytes, chondrocytes and myocytes^1^,^2^. Different transcription factors have been shown to specify distinct cell fates. In addition to the function of *Runx2* in osteoblast differentiation, *PPARγ*, *Sox9* and *MyoD* drive MSCs to differentiate into adipocytes, chondrocytes and myocytes, respectively^7^,^8^,^26^,^27^,^28^. The role of the Mediator complex in *PPARγ*-mediated adipogenesis has been established by observing a direct interaction between MED1 and PPARγ^13^. For *Sox9*, studies from the zebra fish model indicated that Trap230/MED12 can function as a coactivator for SOX9 during cartilage development, with *Trap230*/*Med12* mutant zebra fish strikingly resembling the Sox9 mutant phenotype^29^. Our previous study demonstrated that MED23 represses smooth muscle cell differentiation while facilitating adipocyte differentiation in multipotent MSCs^16^, indicating that a single Mediator complex subunit is able to regulate the differentiation of MSCs into various cell lineages, either positively or negatively, by cooperating with lineage-specifying transcription factors such as ELK1 and MAL.

To date, there have been no reports of a direct role for the Mediator complex in RUNX2 function. Our study demonstrated that MED23 can act together with RUNX2 to drive osteoblast differentiation. To the best of our knowledge, this is the first report of a direct role for the Mediator complex in modulating RUNX2 function. We provide evidence that the Mediator complex subunit MED23 partially regulates the transcriptional activity of RUNX2 and is required for osteoblast differentiation and bone development. First, homozygous loss of *Med23* in mesenchymal progenitors resembled the bone phenotype of *Runx2* heterozygous mice, resulting in prominent defects in bone development, with hypoplasia of the clavicles, retarded ossification of the cranial bones and reduction in the trabecular bone and overall bone mass. Moreover, *Med23* conditional knockout in preosteoblasts largely recapitulated the characteristics of *Med23*_MSC_^−/−^ mice, with abnormalities in multiple skeletal elements. Interestingly, *Med23* deficiency did not alter RUNX2 expression but instead caused the downregulation of multiple *Runx2*-regulated genes, such as *Osx* and *Ocn*. Reporter assays revealed that *Med23* deficiency impaired Runx2 transcriptional activity but did not affect the activity of ATF4, another key regulator of osteoblast differentiation. Biochemical analyses further established the physical association between RUNX2 and MED23. Finally, *Med23* deletion further aggravated the defective skeletal phenotype of *Runx2*^+/−^ mice. In addition to the function in osteoblasts, *Runx2* is also found to control the maturation of chondrocytes through *Runx2* conditional knockout in chondrocytes by *Col2a1-Cre*^30^,^31^. Histological analysis of tibia showed that chondrocytes were arrested during terminal maturation in *Med23*_MSC_^−/−^ mice compared with control littermates as evidenced by less endochondral ossification and smaller hypertrophic chondrocytes in *Med23*_MSC_^−/−^ mice (Supplementary Fig. 10a–c). All the results described above provide *in vivo* genetic evidence that MED23 is a cofactor of RUNX2.

*Runx2* mutations are known to underlie human CCD, an autosomal-dominant heritable skeletal disease that is typically characterized by open or delayed closure of calvarial fontanelles and clavicle hypoplasia^9^,^32^,^33^. This phenotype can be reproduced in heterozygous *Runx2* mutant mice^10^. More precisely, a 70% reduction in *Runx2* levels also generates the CCD phenotype in mice^34^. Indeed, human bone marrow-derived MSCs with Med23 deficiency were retarded to differentiate into osteoblasts, which might imply that MED23 plays a role in human skeletal development and its mutation may relate to human bone diseases (Supplementary Fig. 9). In addition, the dysregulation of Runx2 activity through manipulation of numerous nuclear factors, for example, TAZ, MAF and Satb2, causes abnormal osteoblast differentiation and bone development^11^,^35^,^36^. These studies indicate that the *Runx2*-dependent transcriptional output is under fine surveillance via the cooperation of many factors. Our study demonstrated that the Mediator subunit MED23 acts as a cofactor of RUNX2 in the regulation of osteoblast differentiation and bone development, providing an insight into the regulation of RUNX2 activity and skeletal dysplasias such as CCD.

## Methods

### Mice

*Med23*-floxed mice were generated by homologous recombination^16^,^17^. 

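*Med23* lies on chromosome 10 of GRCm38, on the forward strand, from 24869986 to 24913529 in the NCBI gene table and up to 24913681 in the GENCODE annotation, where the longer of its transcripts ends. The files list 2 RefSeq transcripts of it, which have 29 exons and 4798 nucleotides and 30 exons and 5098 nucleotides in the GENCODE annotation of this build. Exons 5 to 7 are the same in both, lie between 24874570 and 24877041 and together hold 313 nucleotides, or 6.52% of the shorter and 6.14% of the longer transcript. The annotation lists all 3 exons as coding, and their length leaves a remainder of 1 when divided by 3. The primers that the supplement lists for *Med23* in RT-PCR match each transcript once. The forward primer TCGGAAAATCATTGGAGGAG lies in exon 5, from 24874651 to 24874670, and the reverse primer CAATAGGCAGGCATTTCGTT in exon 7, from 24876959 to 24876978. Both primers thus lie inside the floxed exons, and the product spans 169 nucleotides. The FPKM values deposited for each transcript, in contrast, refer to its whole length, and those of both transcripts were added up. In calvaria, *Med23* had 5.99, 5.42 and 4.54 FPKM in control mice 1, 2 and 3 and 4.89, 5.74 and 5.28 FPKM in *Med23*_MSC_-/- mice 1, 2 and 3.

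**Figure D6:**
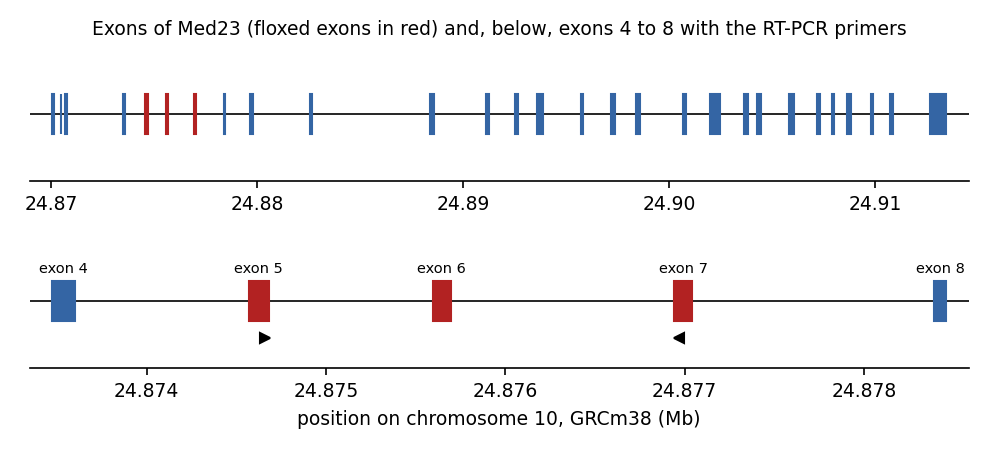
Exons of the shorter *Med23* transcript on chromosome 10 of GRCm38 (positions in Mb) over the whole gene (top) and for exons 4 to 8 (bottom), with the floxed exons 5 to 7 in red, the others in blue, and black arrowheads for the RT-PCR primers. Both primers lie within red exons.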

Briefly, the exons 5–7 were flanked by two loxP sites. After targeting vector delivery, ES cells were screened by PCR. *Med23*-floxed mice were backcrossed with C57/BL6J mice for at least six generations. *Prx1-Cre* and *Osx-Cre-ER* mice were purchased from the Jackson Laboratory. *Runx2*^*+/*−^ mice were kindly provided by Professor Laurie Glimcher's lab. All mice were maintained under specific pathogen-free conditions. All animal experimental procedures were approved by the Institutional Animal Care and Research Advisory Committee of the Shanghai Institute of Biochemistry and Cell Biology.

### Analysis of bone phenotypes

Skeletal preparations were double stained with alcian blue and ARS^8^,^10^. Briefly, embryos or newborns were eviscerated and the skin was removed. After fixation with 95% ethanol for 3 days, embryos or newborns were stained for 3 days in Alcian blue solution. Then they were fixed and cleared with 95% ethanol for three times and each 1.5 h, followed by treatment of 2% KOH for 3–4 h. After stained with ARS solution for 3–4 h, skeletons were cleared in 1%KOH/20% glycerol. For histological analysis, bone tissues were fixed in 4% paraformaldehyde (PFA) and then embedded in paraffin. For embryonic mice, 4 μm tissue sections were used for Von Kossa staining, DIG labelled *in situ* hybridization (Roche) and immunohistochemical staining (Dako). For postnatal mice, bone tissues were fixed in 4% PFA and decalcified for 2 weeks prior to paraffin embedding. Tissue sections (4 μm) were used for TRAP staining according to the standard protocol.

### Measurement of PINP concentrations

We determined serum concentrations of PINP using the mouse PINP EIA kit (Immunodiagnostic Systems) according to the instructions provided.

### Micro CT analysis

Mouse hind limbs were harvested, soft tissues were removed and the remaining tissues were stored in 70% ethanol. Scanning was performed with a Skyscan1076 instrument, and 36 slides (18 μm each) immediately below the growth plate in the distal metaphysis of the femur were used for quantification of the bone parameters.

### Cell culture

C310T1/2 (ATCC) and 293T (ATCC) cells were maintained in DMEM containing 10% FBS. MC3T3E1 (ATCC) cells were maintained in Minimum Essential Medium α (α-MEM) containing 10% FBS. MSCs were isolated from bone marrow samples of 6- to 8-week-old mice and cultured in α-MEM containing 15% FBS. All cells were cultured in a 5% CO_2_ humidified incubator at 37 °C. For the c.f.u.-F assay, 2 × 10^6^ bone marrow-derived MSCs or 1 × 10^2^ osteoblast cells from calvaria were plated on each well of a six-well plate, cultured for 2 weeks and then fixed in 4% PFA and stained with 0.5% crystal violet, followed by counting the stained colonies. For *in vitro* osteoblast differentiation, MSCs were cultured in osteogenic medium (10% FBS with 50 μg ml^−1^ ascorbic acid, 10 nM dexamethasone and 10 mM β-glycerophosphate) and subjected to ALP staining on day 7 and ARS staining on day 21. Human bone marrow-derived MSCs were cultured and induced to differentiate into osteoblasts according to the protocol from ScienCell.

### Transient transfection and luciferase reporter assay

C3H10T1/2 cells were seeded overnight at 4 × 10^4^ cells per well into a 24-well plate and transfected by Lipofectamine 2000 (Life Technologies) with a luciferase reporter plasmid and pRL-TK (Promega) along with various expression constructs, as indicated. All wells were supplemented with control empty expression vector plasmids to keep the total amount of DNA constant. At 36–48 h post transfection, the cells were harvested and subjected to dual-luciferase reporter assays according to the manufacturer's protocol (Promega).

### IP and immunoblotting

293T cells were seeded at 6 × 10^6^ cells per 10 cm dish and cultured overnight. At 36–48 h after transfection with Lipofectamine 2000, cells were harvested and lysed in lysis buffer (1% NP-40, 10% glycerol, 135 mM NaCl, 20 mM Tris, pH 8.0) supplemented with protease inhibitors. Lysates were subjected to IP with anti-Flag antibodies (M2, Sigma) at 4 °C overnight, followed by washing in lysis buffer, SDS–PAGE electrophoresis and immunoblotting with the indicated antibody (1:2,000, *anti-Myc*, Sigma). To investigate endogenous protein–protein interactions, MC3T3E1 cells were cultured for 4 days in α-MEM with 10% FBS supplemented with 100 ng ml^−1^ BMP2, 50 μg ml^−1^ ascorbic acid and 10 mM β-glycerophosphate. Two hours prior to harvest, MG132 (10 μM, Sigma) was added to all cultures. Harvested cells were subjected to lysis and IP with anti-RUNX2 (Sigma), anti-MED23 (Novus) or control IgG, followed by washing in lysis buffer, SDS–PAGE electrophoresis and immunoblotting with the indicated antibody (Anti-MED23, 1:1,000, BD Biosciences; anti-Runx2, 1:1,000, MBL). Primary bone marrow MSCs or bone tissues were lysed in RIPA buffer (50 mM Tris pH7.4, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS) in presence of protease inhibitors. Whole cell lysate were centrifuged and then subjected to western blots according to standard protocols. Uncropped results for all western blots are shown in Supplementary Fig. 11.

### *In vitro* interaction assay

GST or GST-RUNX2 recombined proteins were expressed in *Escherichia coli* BL21, followed by purification according to the instructions of the manufacturer (GE). His-Flag-MED23 was expressed using the Bac-to-Bac baculovirus expression system and purified by Ni-NTA agarose beads (Invitrogen). Purified GST or GST-Runx2 was incubated with purified MED23 and subjected to GST pull-down experiment . The bound proteins were analysed by SDS–10% PAGE and immunoblotting with indicated antibodies (Anti-GST, 1:1,000, Santa Cruz; anti-MED23, 1:1,000).

### Immunofluorescence staining and co-localization analysis

Primary osteoblast cells were plated on cover slips for 24 h in α-MEM with 10% FBS with BMP2 (100 ng ml^−1^) prior to staining. After removal of culture media, cells were washed with PBS, fixed in 4% PFA, permeabilized with 0.2% Triton X-100 for 10 min and then blocked with 2% BSA in PBS for 1 h. Anti-MED23 (1:100) and anti-RUNX2 (1:200) primary antibodies were diluted in the blocking solution and applied overnight at 4°C. After PBS wash for three times, secondary antibodies (Jackson Laboratory) were diluted (1:100) in blocking buffer and applied for 1 h at room temperature. After PBS wash for three times, nuclei were stained with DAPI (1:4,000) for 4 min. Co-localization analysis were performed using Volocity Software (PerkinElmer).

### Real-time PCR analysis

Total RNA was isolated from bone tissue or cells with TRIzol reagent (Life Technologies). Complementary DNA was generated using M-MLV reverse transcription kit (Promega). Real-time PCR was conducted in triplicate with SYBR Premix Ex Taq (Takara). The level of the endogenous mRNA was normalized to the level of *Gapdh* mRNA using the 2^−ΔCT^ method. Specific primer sequences are listed in the Supplementary Table 1.

### ChIP assay

Cells were cross-linked with 1% formaldehyde in culture media for 10 min at room temperature, followed by adding 0.125 M glycine to quench the cross-linking. Cells were washed and scraped in cold PBS and harvested in ChIP lysis buffer (50 mM Tris-HCl, pH 7.4, 1% SDS, 10 mM EDTA). Cell lysates were then sonicated to shear chromatin. After that, cell lysates were centrifuged and 100 μl supernatant was diluted with 900 μl dilution buffer (16.7 mM Tris-HCl, pH 8.0, 0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 167 mM NaCl) and then incubated with 2 μg anti-RUNX2 or 2 μg anti-Pol II (Santa Cruz) or non-immune Rabbit IgG overnight at 4° C. About 20 μl Protein G magnetic beads (Life technologies) were added for another 4 h on a rotating wheel. Chromatin then was immunoprecipitated, decrosslinked at 65 °C and treated with Proteinase K. Precipitated DNA was extracted and quantified by real-time PCR. All values were normalized to input. Specific primer sequences were listed in Supplementary Table 1.

### Retrovirus infection

Retroviruses expressing RNA interference (RNAi) oligonucleotides were generated by transfection of recombinant pSiren-RetroQ and pCL10A1 helper plasmids into 293T cells using Lipofectamine 2000. Culture media were changed 24 h after transfection and the supernatants containing retroviruses were harvested 48 h later and passed through a 0.45-μm filter. Filtered supernatants were supplemented with 6 μg ml^−1^ polybrene and added to the cells grown in six-well plates for centrifugation at 2,500 r.p.m. for 1.5 h at 30 °C. About 24 h after spin infection, infected cells were then selected in the presence of puromycin: primary MSCs at 5 μg ml^−1^ and C3H10T1/2 at 8 μg ml^−1^. The RNAi oligo sequences are listed in Supplementary Table 2.

### RNA-Seq and GO analysis

Total RNA was isolated with TRIzol from the parietal bone of P2 control mice (*n*=3) and *Med23*_MSC_^−/−^ littermates (*n*=3) and from the parietal bone of P2 WT mice (*n*=3) and Runx2^+/−^ mice (*n*=3). Complementary DNA library preparation and sequencing were performed according to the Illumina standard protocol. GO analysis was performed with the DAVID online tool. Top GO categories were selected according to the *P* values. RNA-seq data in this study have been deposited at Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/gen/) under accession ID GSE 77007.

### Statistical analysis

Statistical analyses were performed with two-tailed, unpaired Student's *t*-test. Kolmogorov–Smirnov test was used to test for comparing cumulative distributions of two data sets (Fig. 4a).

## Additional information

**Accession codes:** RNA-seq data has been deposited in the Gene Expression Omnibus (GEO) Data Bank (http://www.ncbi.nlm.nih.gov/gen/) under accession code ID GSE77007.

**How to cite this article:** Liu, Z. *et al*. Mediator MED23 cooperates with RUNX2 to drive osteoblast differentiation and bone development. *Nat. Commun.* 7:11149 doi: 10.1038/ncomms11149 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-11 and Supplementary Tables 1-2

## Figures and Tables

**Figure 1:**
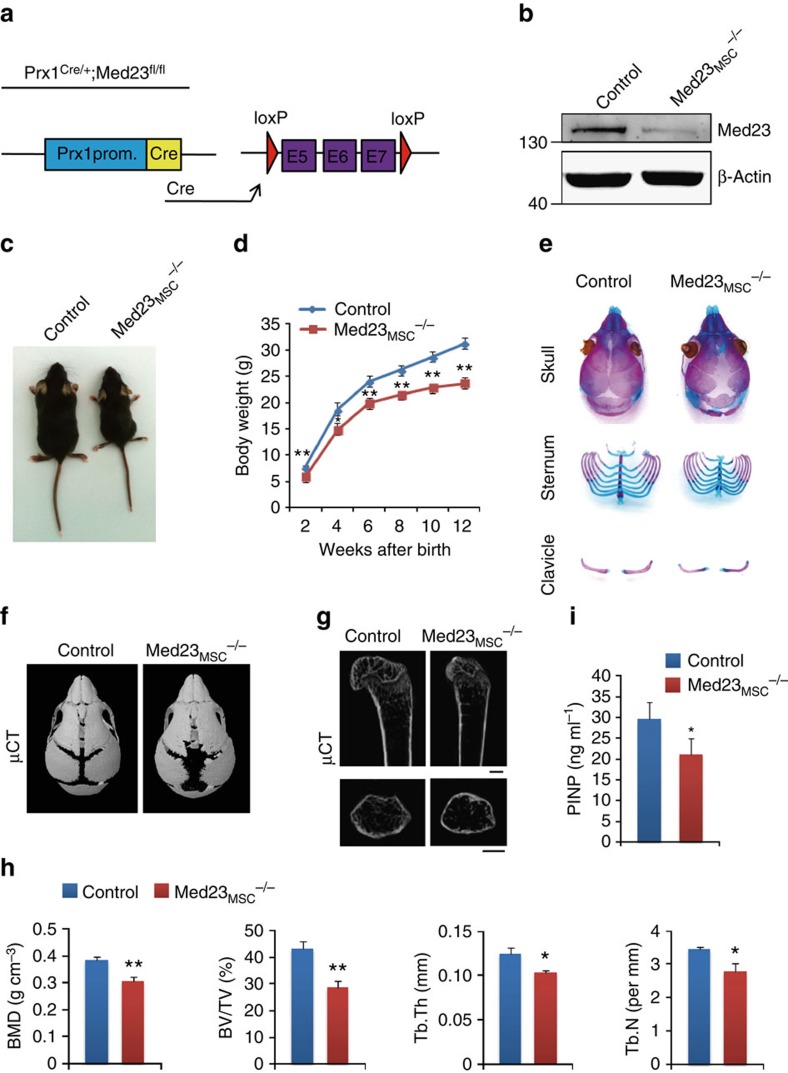
Inactivation of *Med23* in mesenchymal stem cells causes impaired bone ossification. (**a**) Illustration of *Med23* deletion in Prx1-expressing mesenchymal stem cells. (**b**) Expression of *Med23* protein in bone marrow-derived mesenchymal stem cells from 6- to 8-week-old control (*Med23*^fl/fl^) and *Med23*_MSC_−/− mice. (**c**) Representative view of 1-month-old control and *Med23*_MSC_^−/−^ mice. (**d**) Body weight of male control mice and *Med23*_MSC_^−/−^ littermates measured at different age points (*n*=3 for each group, *t*-test). Data represent means±s.d. *P<0.05, **P<0.01. (**e**) Skeletal preparations from control and *Med23*_MSC_^−/−^ newborns were double stained with Alizarin red and Alcian blue. (**f**) Microcomputed tomography (μCT) image of skulls from control and *Med23*_MSC_^−/−^ mice at postnatal day 6 (P6). (**g**) μCT images of distal femurs from 1-month-old control and *Med23*_MSC_^−/−^ mice (top panel, longitudinal view; bottom panel, axial view of the metaphyseal region). Scale bar, 1 mm. (**h**) Quantitative μCT analysis of distal femurs from 1-month-old control (*n*=5) and *Med23*_MSC_^−/−^ mice (*n*=4), including bone mass density (BMD), bone volume per tissue volume (BV/TV), trabecular thickness (Tb.Th) and trabecular number (Tb.N). Data represent means±s.e.m. *t*-test,*P<0.05, **P<0.01. (**i**) ELISA analysis of serum PINP (ng ml^−1^) from 1-month-old control and *Med23*_MSC_^−/−^ mice (*n*=4). Data represent means±s.d. *t*-test, *P<0.05, **P<0.01.

**Figure 2:**
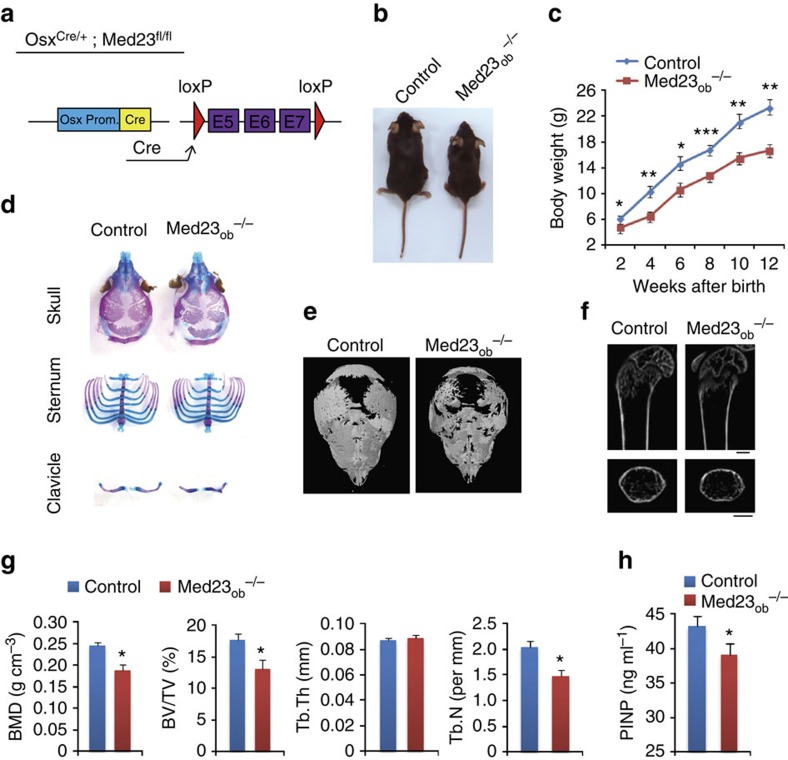
Inactivation of *Med23* in osteoblast progenitors results in defects in bone formation. (**a**) Illustration of *Med23* deletion in *Osx*-expressing osteoblast progenitors. (**b**) Representative view of 1-month-old control (*Med23*_ob_^+/−^) and *Med23*_ob_^−/−^ mice. (**c**) Body weight of male control mice and *Med23*_ob_^−/−^ littermates measured at different age points (*n*=3). Data represent means±s.d. *t*-test, *P<0.05, **P<0.01, ***P<0.001. (**d**) Skeletal preparations from control and *Med23*_ob_^−/−^ newborns were double stained with Alizarin red and Alcian blue. (**e**) μCT image of skulls from control and *Med23*_ob_^−/−^ mice at postnatal day 6 (P6). (**f**) μCT images of distal femurs from 1-month-old control and *Med23*_ob_^−/−^ mice. Scale bar, 1 mm. (**g**) Quantitative μCT analysis of trabecular bone in the distal femurs from 1-month-old control and *Med23*_ob_^−/−^ mice (*n*=3). Data represent means±s.e.m. *t*-test, *P<0.05. (**h**) ELISA analysis of serum PINP (ng ml^−1^) from 1-month-old control and *Med23*_ob_^−/−^ mice (*n*=4). Data represent means±s.d. *t*-test, *P<0.05.

**Figure 3:**
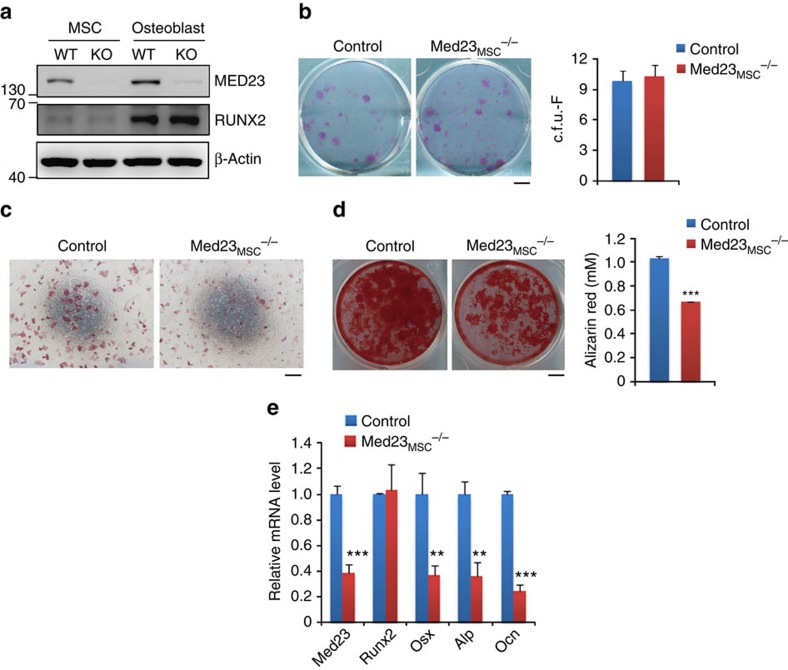
Med23 deficiency inhibits osteoblast differentiation. (**a**) Expression of Med23 and Runx2 in bone marrow-derived mesenchymal stem cells and calvarial osteoblasts from 6 to 8-week-old control and *Med23*_MSC_^−/−^ mice. Isolated cells were expanded and analysed by western blotting. (**b**) c.f.u.-F assay for bone marrow cells from control and *Med23*_MSC_^−/−^ littermates. Representative images of c.f.u.-Fs stained with crystal violet (left, scale bar, 0.5 cm) and quantification of c.f.u.-Fs (right, *n*=3 for each group.). Data represent means±s.d. *t*-test. (**c**) ALP staining of bone marrow mesenchymal stem cells after cultured for 7 days in osteogenic medium. Scale bar, 500 μm. (**d**) c.f.u.-ob assay for bone marrow of control and *Med23*_MSC_^−/−^ littermates. Bone marrow cells were cultured in osteogenic medium for 21 days, followed by staining with Alizarin red (left, scale bar, 0.5 cm) and quantification (right, *n*=3 for each group). Data represent means±s.d. *t*-test.***P<0.001 (**e**) The relative mRNA levels of *Med23*, *Runx2*, *Osx*, *Alp* and *Ocn* were quantified by RT–PCR. Data represent means±s.d. All data represent means±s.d. *t*-test, **P<0.01, ***P<0.001.

**Figure 4:**
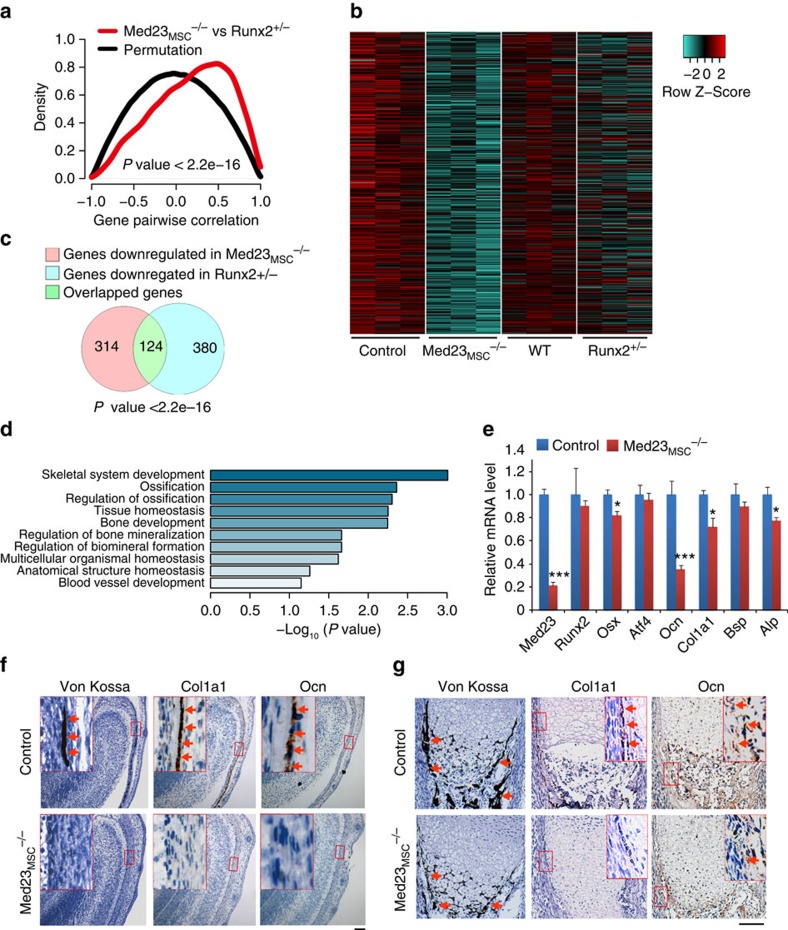
*Med23* regulates expression of genes for osteoblast development. (**a**) Pair-wise correlation analysis of global gene expression in control versus *Med23*_MSC_^−/−^ (*Med23*_MSC_^−/−^ set) and in WT versus *Runx2*^+/−^ (*Runx2*^+/−^ set). Total RNAs were isolated from calvaria bone of control and *Med23*_MSC_^−/−^ newborns and WT and *Runx2*^+/−^ newborns, followed by RNA sequencing analysis. Kolmogorov–Smirnov (K–S) test was used for testing for correlation between *Med23*_MSC_^−/−^ set and *Runx2*^+/−^ set. (**b**) Heat map analysis of downregulated genes in *Med23*_MSC_^−/−^ set and *Runx2*^+/−^ set. (**c**) Analysis of downregulated genes (log_2_ fold change>0.5) common to *Med2*3_MSC_−/− set and *Runx2*^+/−^ set. (**d**) Gene ontology (GO) enrichment analysis of downregulated genes (>1.5-fold) in *Med23*_MSC_^−/−^ set. (**e**) Relative expression level of osteogenic marker mRNAs from parietal bones of P2 control and *Med23*_MSC_^−/−^. Data represent means±s.d. *t*-test, *P<0.05 and ***P<0.001. (**f**) Sections (4 μm) of skull tissues and (**g**) sections (4 μm) of tibia bone from E16.5 control and *Med23*_MSC_^−/−^ embryos were analysed for bone mineralization by von Kossa staining (left), and for expression of *Col1a1* (middle) and *Osteocalcin* (*Ocn*) (right) by *in situ* hybridization. Scale bar, 100 μm.

**Figure 5:**
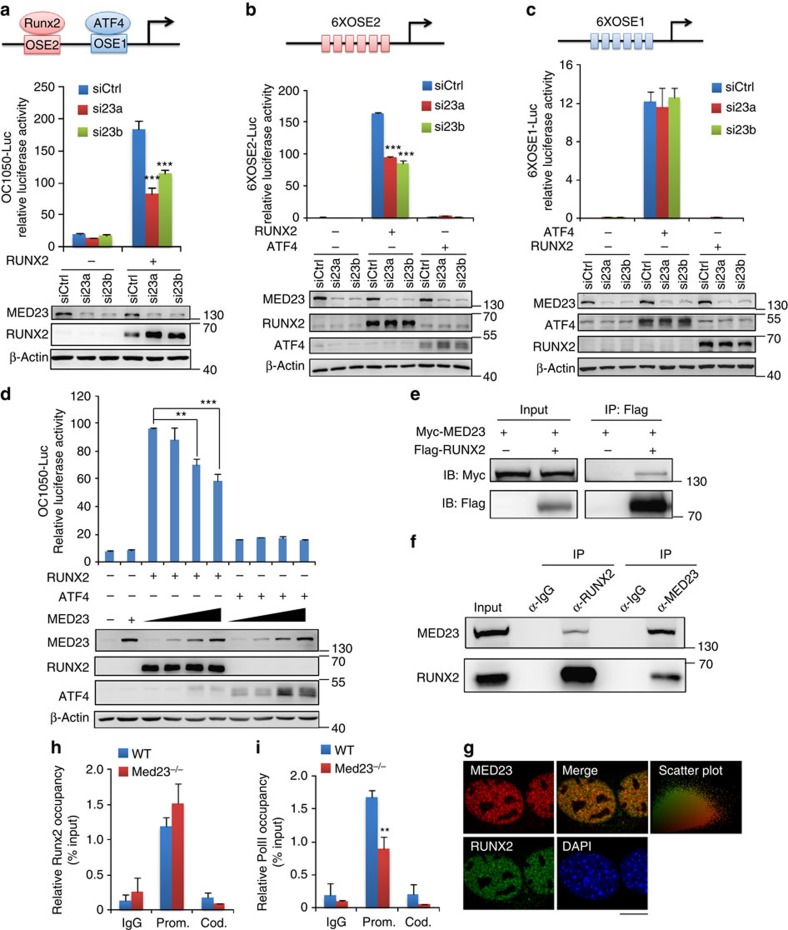
Regulation of RUNX2 transcriptional activity by MED23. (**a**–**c**) Effect of *Med23* deficiency on Runx2-mediated activation of the *osteocalcin* tested with luciferase expression report systems (**a**) OC1050-Luc, (**b**) 6XOSE2-Luc and (**c**) 6XOSE1-Luc. Luciferase assay was performed in control and *Med23* knockdown C310T1/2 cells. *n*=3 for each group, all data represent means±s.d. *t*-test, ***P<0.001 (**d**) Effects of an increasing amount of MED23 on transcriptional activity of Runx2 in C310T1/2 cells with the OC1050-Luc report system. Below is the western blot analysis of MED23 levels in the lysates. *n*=3 for each group, all data represent means±s.d. *t*-test. **P<0.01, ***P<0.001 (**e**) Co-immunoprecipitation (Co-IP) of MED23 with Flag-RUNX2. Flag-RUNX2 expressing plasmid was co-transfected with Myc-Med23 into 293T cells. Whole cell lysate was used for immunoprecipitation and then immunoblotting with indicated antibodies. (**f**) Physical interaction between endogenous RUNX2 and MED23. Co-IP experiment was performed in BMP2-stimulated MC3T3E1 cells. Whole cell lysate was used for immunoprecipitation with anti-RUNX2 or anti-MED23, followed by detection with indicated antibodies by western blot. (**g**) Co-localization assay in primary osteoblast cells. Cells were IF stained with antibodies against MED23 and RUNX2 after stimulated with BMP2 for 24 h. Scale bar, 10 μm. The scatter plot showed FITC and RRX emission intensities were plotted on *x*- and *y*-axes, respectively. Co-localization was analysed by the Volocity software, which showed the coefficient for co-localization of 0.786±0.003 (Pearson's correlation coefficient). (**h**,**i**) ChIP assay for occupation of RUNX2 (**h**) or Pol II (**i**) on the promoter of Osteocalcin. Immortalized WT and *Med23*^−/−^ bone marrow-derived mesenchymal cells were cultured in osteogenic medium for 6 days, followed by fixation and lysation. Chromatin from cell lysates was immunoprecipited with anti-RUNX2 or anti-Pol II and quantified by RT–PCR. ‘Prom' represents the promoter region and ‘Cod' represents the coding region. *n*=3 for each group, all data represent means±s.d. *t*-test, **P<0.01.

**Figure 6:**
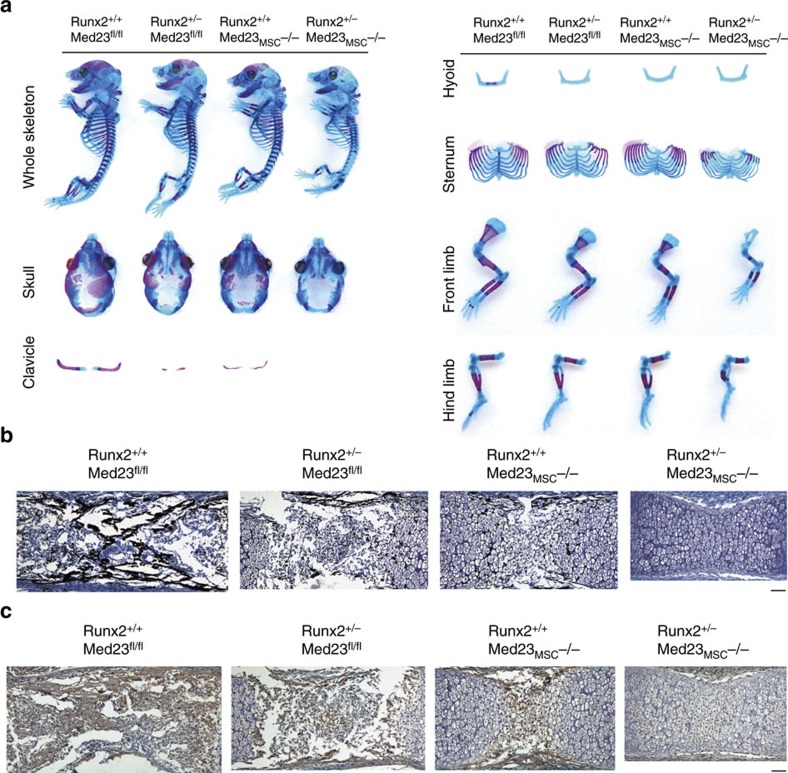
Med23 genetically associates with Runx2. (**a**) Skeletons of E16.5 mice (*Runx2*^+/+^*Med23*^fl/fl^, *Runx2*^+/−^*Med23*^fl/fl^, *Runx2*^+/+^*Med23*_MSC_^−/−^, *Runx2*^+/−^*Med23*_MSC_^−/−^) were double stained by alizarin red/alcian blue. (**b**) Von Kossa staining of humeri from E15.5 mice (*Runx2*^+/+^*Med23*^fl/fl^, *Runx2*^+/−^*Med23*^fl/fl^, *Runx2*^+/+^*Med23*_MSC_^−/−^, *Runx2*^+/−^*Med23*_MSC_^−/−^). Scale bar, 100 μm. (**c**) Immunohistochemistry assay for expression of *Osteocalcin* (*Ocn*) in E16.5 mice (*Runx2*^+/+^*Med23*^fl/fl^, *Runx2*^+/−^*Med23*^fl/fl^, *Runx2*^+/+^*Med23*_MSC_^−/−^, *Runx2*^+/−^*Med23*_MSC_^−/−^). Scale bar, 100 μm.

# Supplementary material for: Mediator MED23 cooperates with RUNX2 to drive osteoblast differentiation and bone development
**Source:** Nat Commun. 2016 Apr 1;7:11149. doi: 10.1038/ncomms11149
**Supplement:** Supplementary Information — Supplementary Figures 1-11 and Supplementary Tables 1-2

## Supplementary Figure 1.

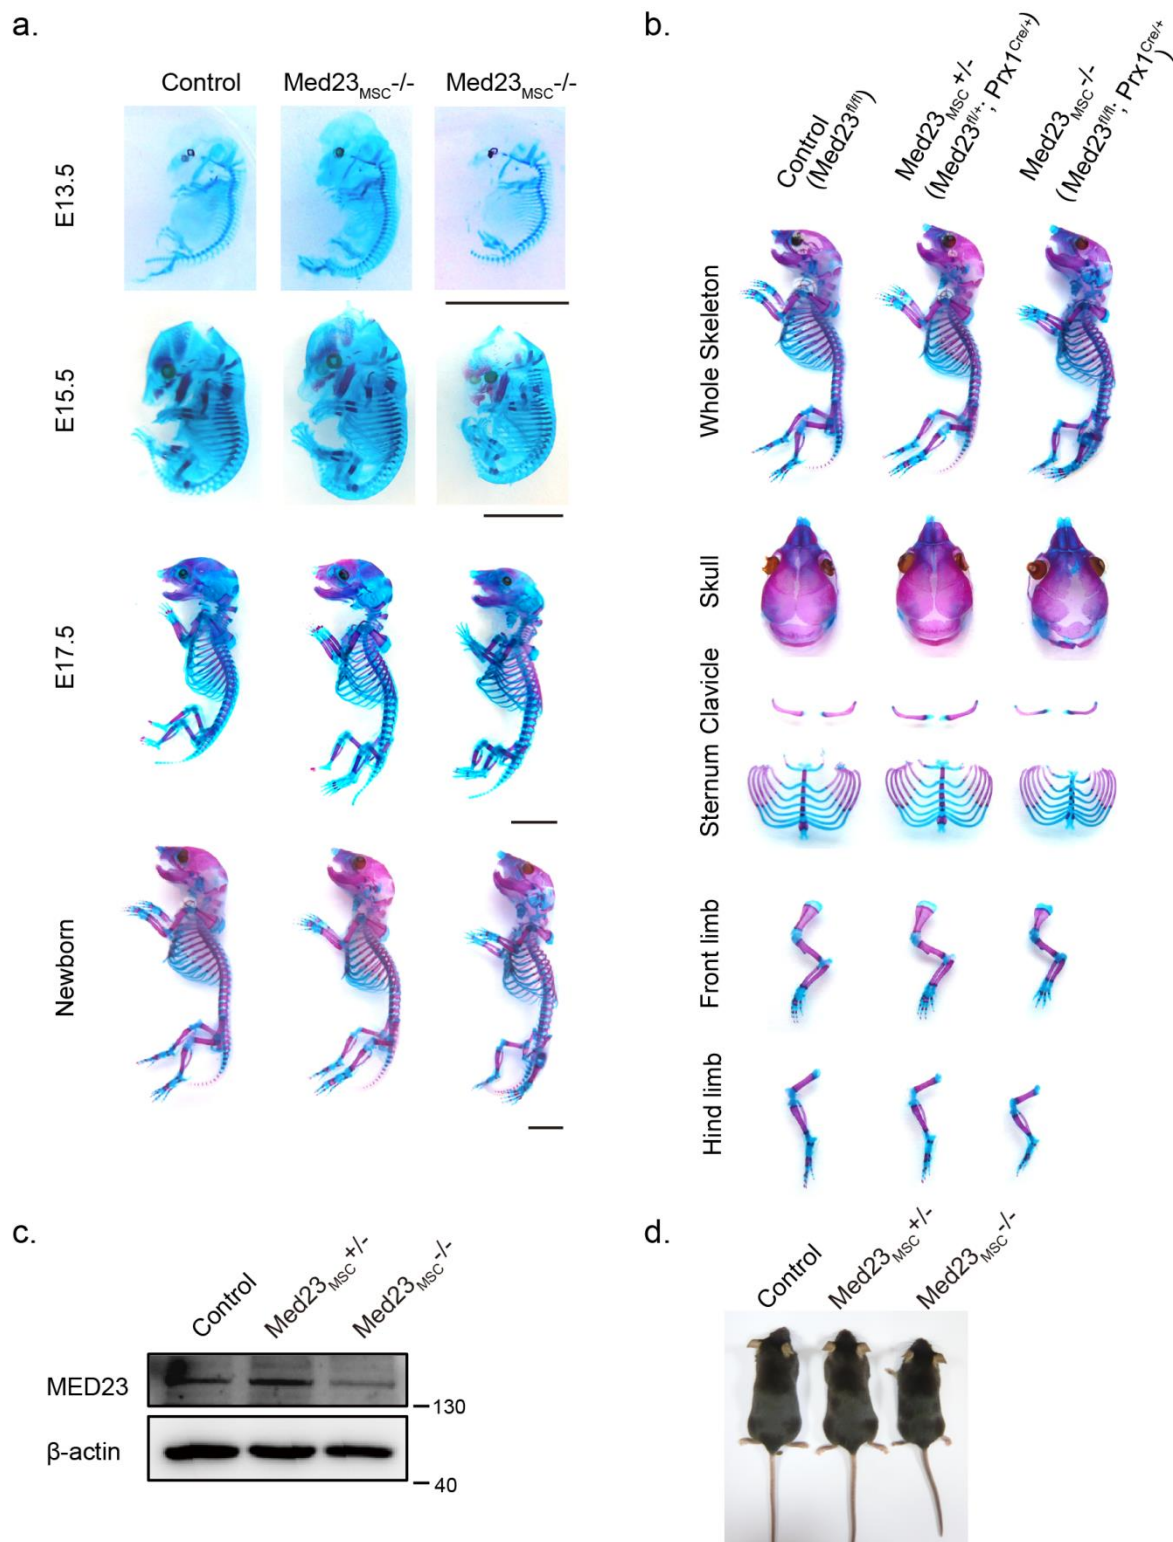

**Supplementary Figure 1.** Examination of skeletons from control, *Med23<sub>MSC</sub><sup>+/-</sup>* and *Med23<sub>MSC</sub><sup>-/-</sup>* mice.

(a) Alcian blue and alizarin red staining of whole skeleton from E13.5 embryos to newborns of control (*Med23<sup>fl/fl</sup>*), *Med23<sub>MSC</sub><sup>+/-</sup>* and *Med23<sub>MSC</sub><sup>-/-</sup>* mice. Scale bar=0.5cm. (b) Gross appearance of control, *Med23<sub>MSC</sub><sup>+/-</sup>* and *Med23<sub>MSC</sub><sup>-/-</sup>* mice at P0. *Med23<sub>MSC</sub><sup>+/-</sup>* mice appears as normal as control littermate while *Med23<sub>MSC</sub><sup>-/-</sup>* mice has a small stature with short legs. (c) Western blot analysis for MED23 level in long bone from control, *Med23<sub>MSC</sub><sup>+/-</sup>* and *Med23<sub>MSC</sub><sup>-/-</sup>* mice at 3 weeks. (d) Gross appearance of one-month control, *Med23<sub>MSC</sub><sup>+/-</sup>* and *Med23<sub>MSC</sub><sup>-/-</sup>* mice.

## Supplementary Figure 2.

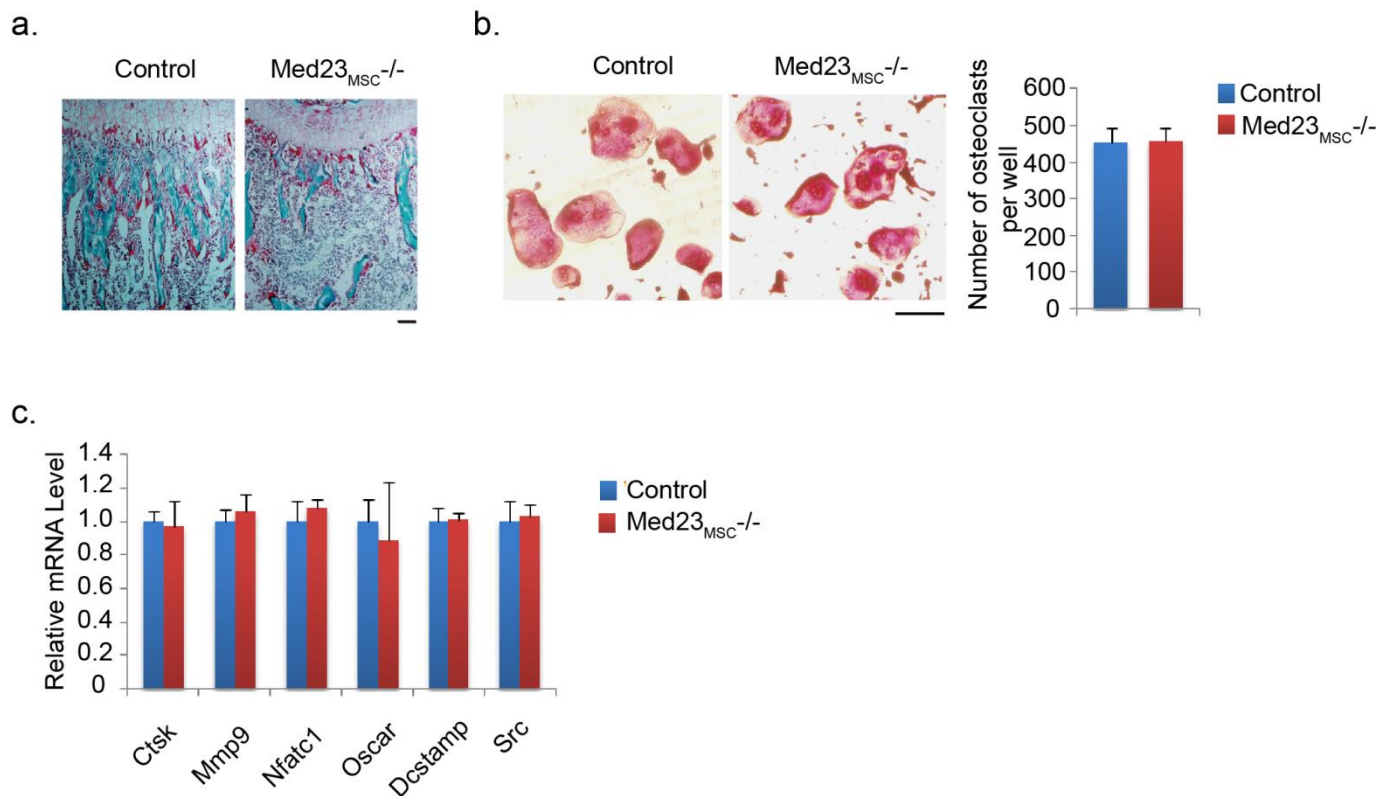

### Supplementary Figure 2. In vivo and in vitro osteoclastogenesis in control and *Med23*<sub>MSC</sub><sup>-/-</sup> mice

(a) Trap staining of trabecular bone of 1-month-old control (*Med23*<sup>fl/fl</sup>) mice and *Med23*<sub>MSC</sub><sup>-/-</sup> littermate. Scale bar= 50  $\mu$ m. (b) In vitro differentiation of osteoclasts from bone marrow cells from control and *Med23*<sub>MSC</sub><sup>-/-</sup> mice. Data represent mean  $\pm$  s.d. (n=3 for each group, *t*-test). Scale bar= 200  $\mu$ m. (c) Expression of osteoclastic genes analyzed by real time PCR. Data represent means  $\pm$  s.d. (n=3 for each group, *t*-test).

### Supplementary Figure 3.

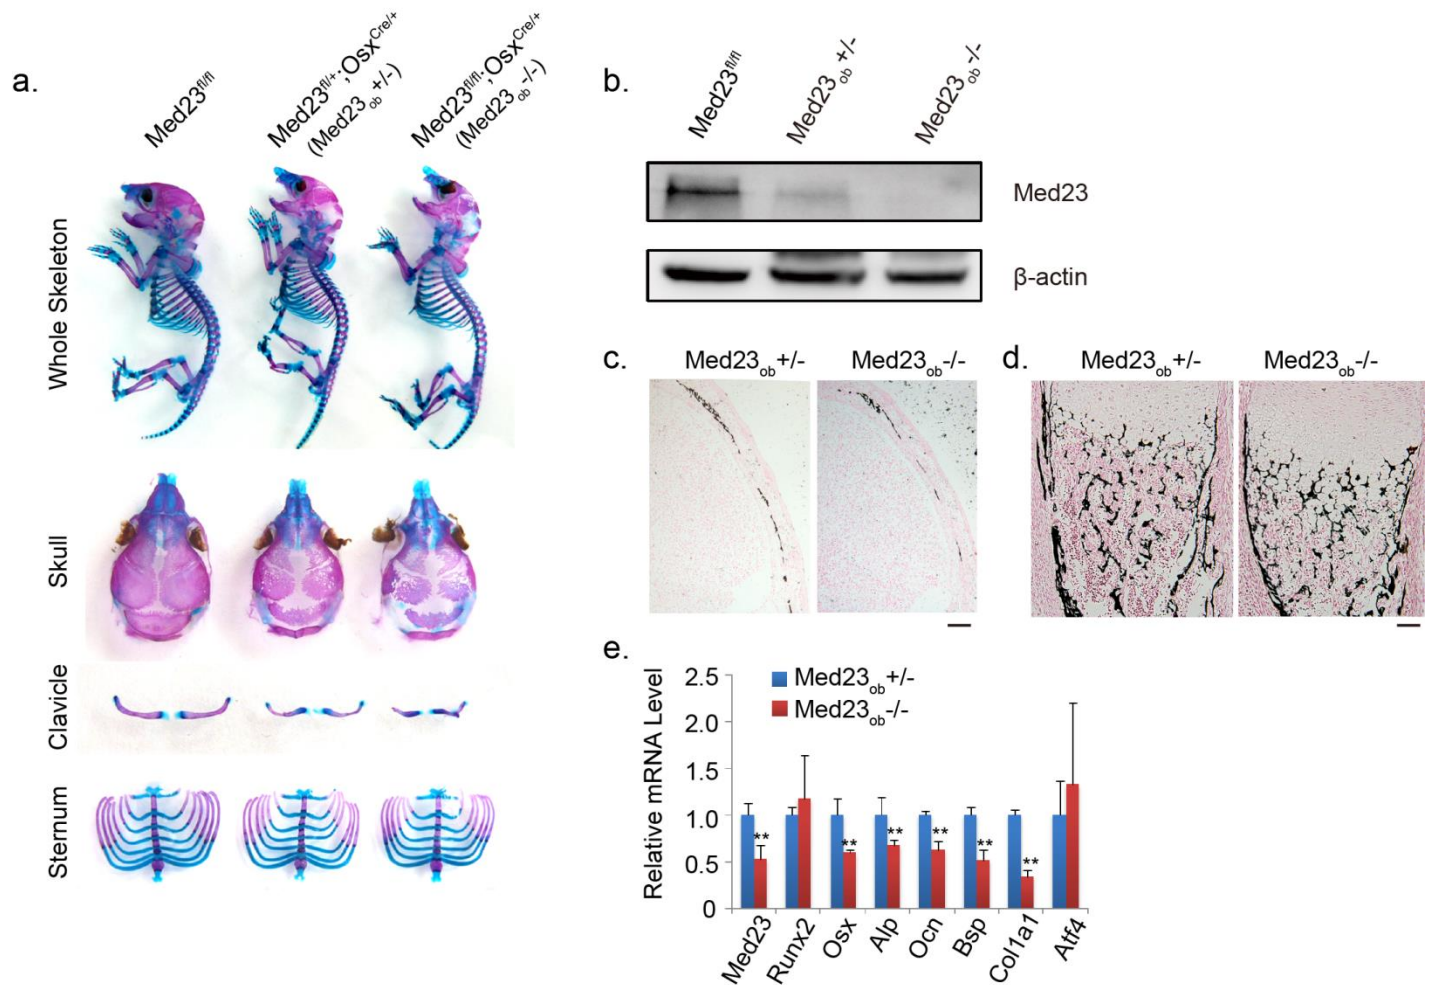

**Supplementary Figure 3.** Molecular and histological analysis of bone from control and *Med23<sup>ob-/-</sup>* mice.

(a) Examination of skeleton from *Med23<sup>ob+/-</sup>* and *Med23<sup>ob-/-</sup>* mice newborns by alcian blue and alizarin red staining. (b) Western blot analysis for MED23 level in long bone from *Med23<sup>fl/fl</sup>*, *Med23<sup>ob+/-</sup>* and *Med23<sup>ob-/-</sup>* mice at 3 weeks. (c-d) Von Kossa staining of parietal bone (c) and tibia (d) from E16.5 *Med23<sup>ob+/-</sup>* and *Med23<sup>ob-/-</sup>* embryos. Scale bar=100μm. (e) Real time PCR analysis of expression of osteoblastic genes in calvarial bone. Data represent means ± s.d. (n=3 for each group, *t*-test).

## Supplementary Figure 4.

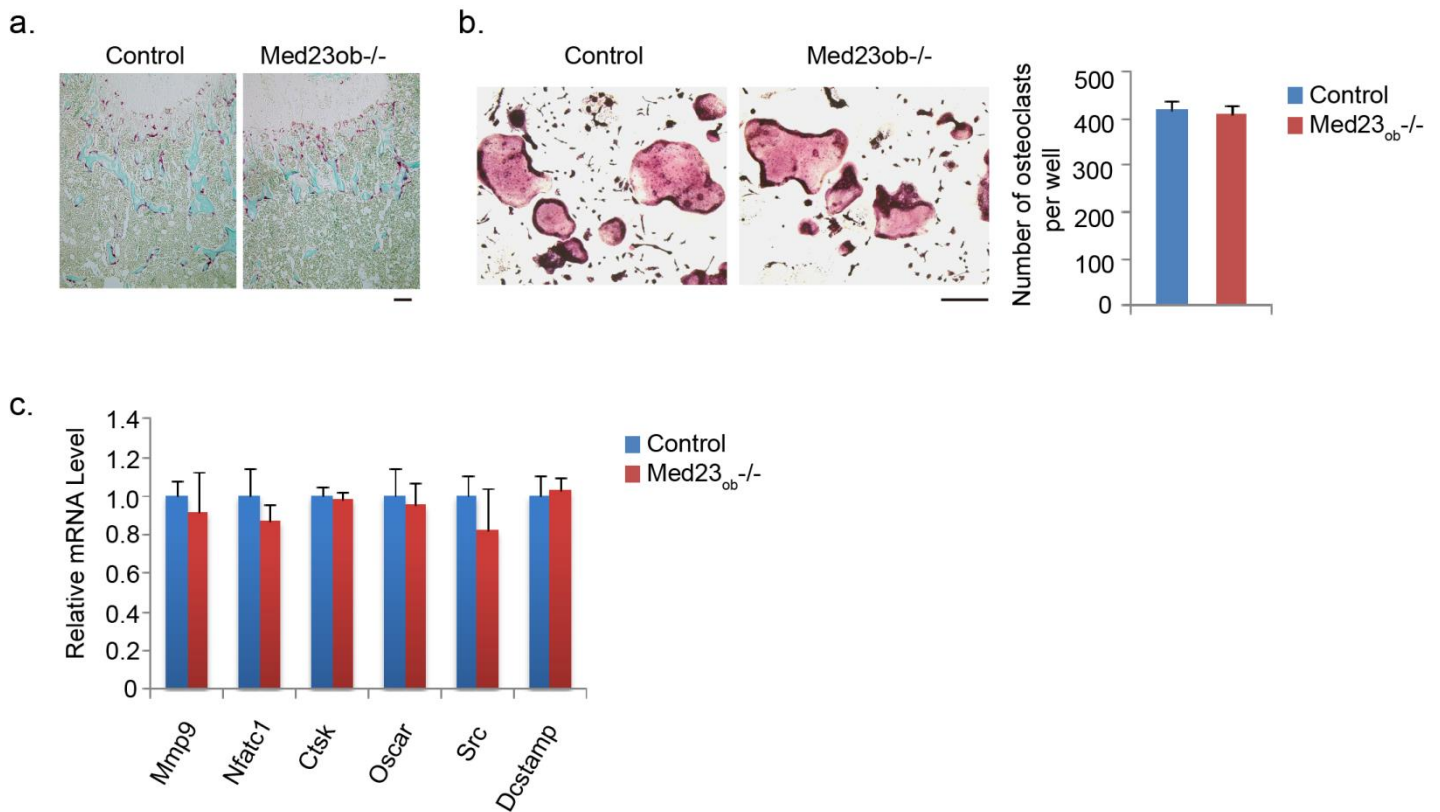

**Supplementary Figure 4.** In vivo and in vitro osteoclastogenesis in control (*Med23<sub>ob</sub><sup>+/+</sup>*) and *Med23<sub>ob</sub><sup>-/-</sup>* mice

(a) Trap staining of trabecular bone of 1-month-old control mice and *Med23<sub>ob</sub><sup>-/-</sup>* littermate. Scale bar=50μm.

(b) In vitro differentiation of osteoclasts from bone marrow cells from control and *Med23<sub>ob</sub><sup>-/-</sup>* mice. Data represent means ± s.d. (n=3 for each group, *t*-test). Scale bar= 200μm. (c) Expression of osteoclastic genes analyzed by real time PCR. Data represent means ± s.d. (n=3 for each group, *t*-test).

## Supplementary Figure 5.

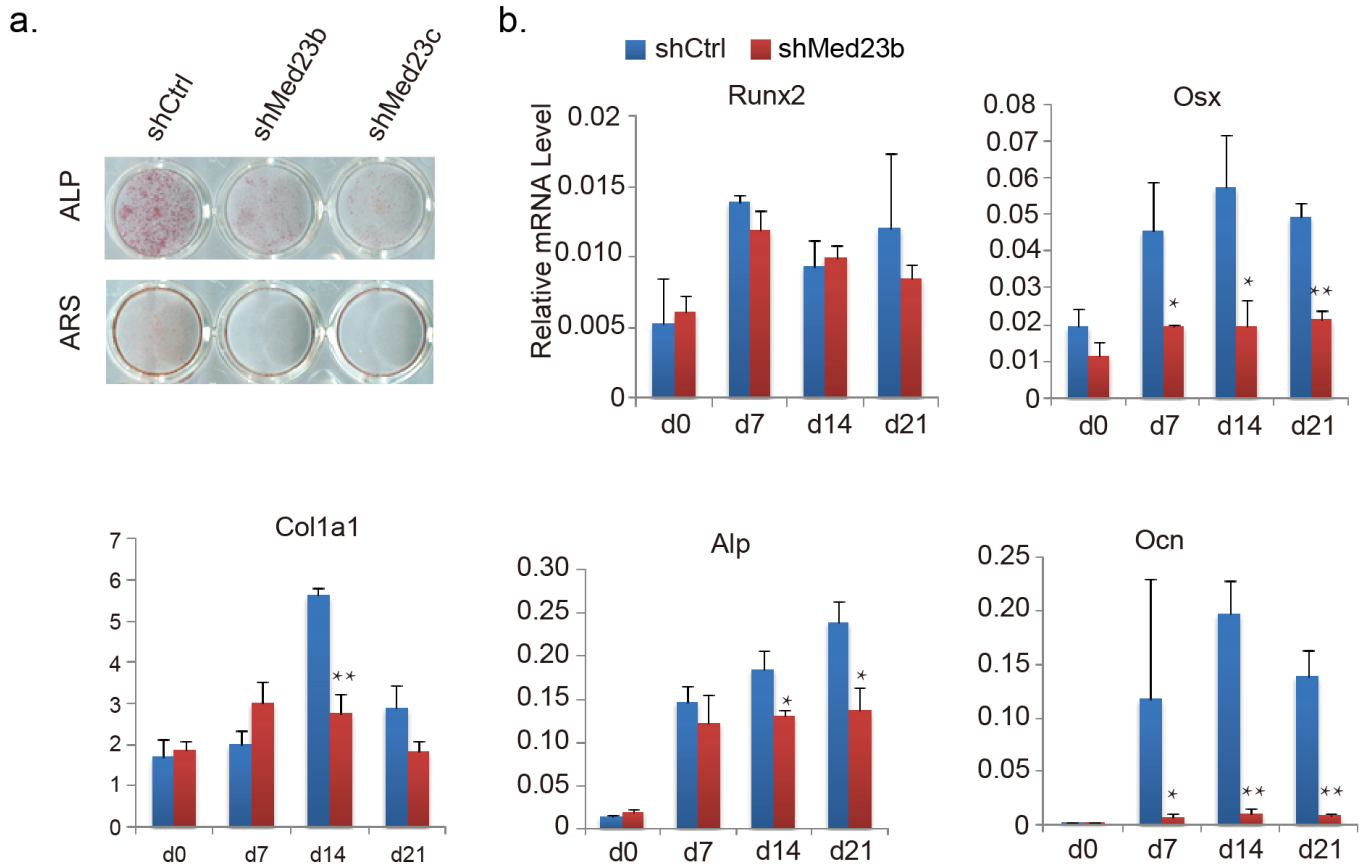

**Supplementary Figure 5.** The effect of Med23 deficiency on osteogenesis of bone marrow-derived mesenchymal stem cells in vitro

(a) Alkaline phosphatase (ALP) staining and alizarin red (ARS) staining. Bone marrow-derived mesenchymal stem cells were isolated and infected with retrovirus expressing control or *Med23* shRNA. After screened by puromycin, infected cells were cultured in osteogenic medium for up to 21 days. Stainings were performed at day 7 and day 21 respectively. (b) RT-PCR analysis of mRNA levels of osteogenic genes (*Runx2*, *Osx*, *Alp* and *Ocn*) at indicated time points. All data represent means $\pm$  s.d (n=3 for each group, *t*-test). \**P*<0.05, \*\**P*<0.01.

## Supplementary Figure 6.

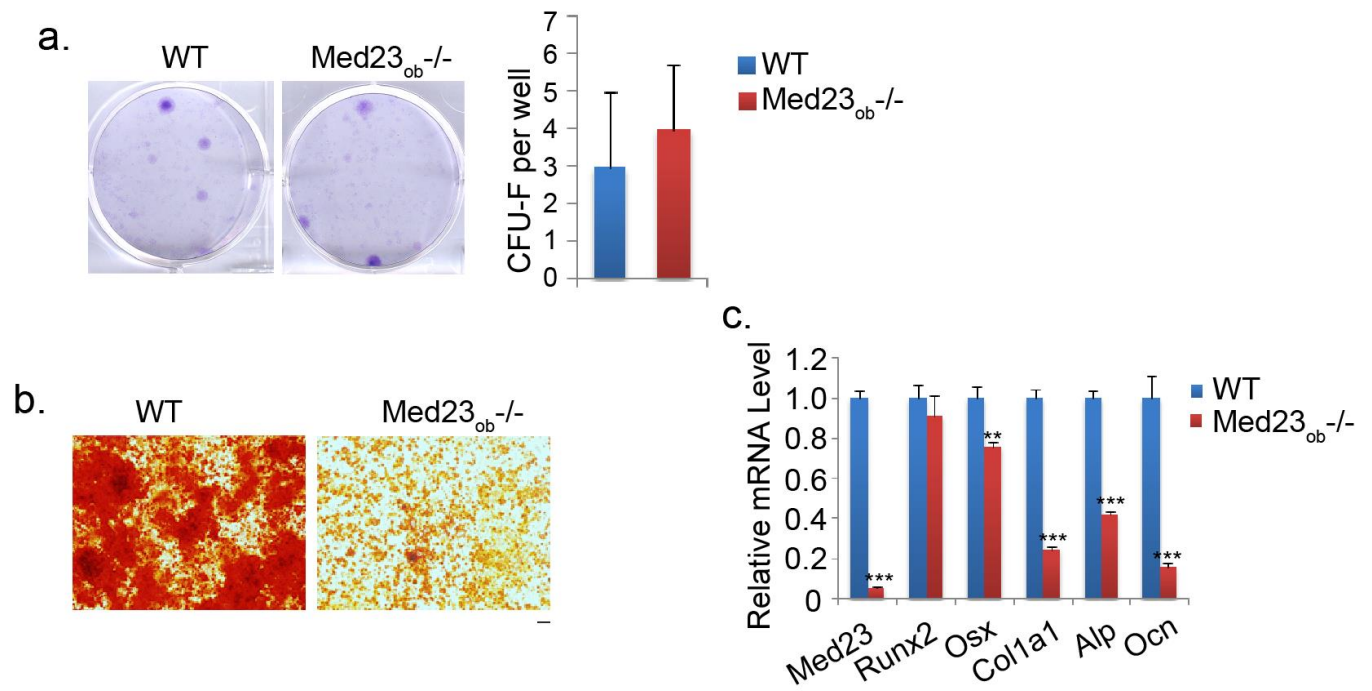

**Supplementary Figure 6.** In vitro osteogenesis of primary osteoblasts from wild type and *Med23*<sub>ob</sub><sup>-/-</sup> mice (a) CFU-F assay for 6-well plate cultured bone marrow cells from wild type and *Med23*<sub>ob</sub><sup>-/-</sup> newborns. Data represent means  $\pm$  s.d. (n=3 for each group, *t*-test). (b) Mineralization by analysis of alizarin red staining. Scale bar= 100 $\mu$ m. (c) Expression of osteoblastic genes analyzed by real time PCR. Data represent means  $\pm$  s.d. (n=3 for each group, *t*-test). \*\* *P*<0.01, \*\*\* *P*<0.001.

Supplementary Figure 7.

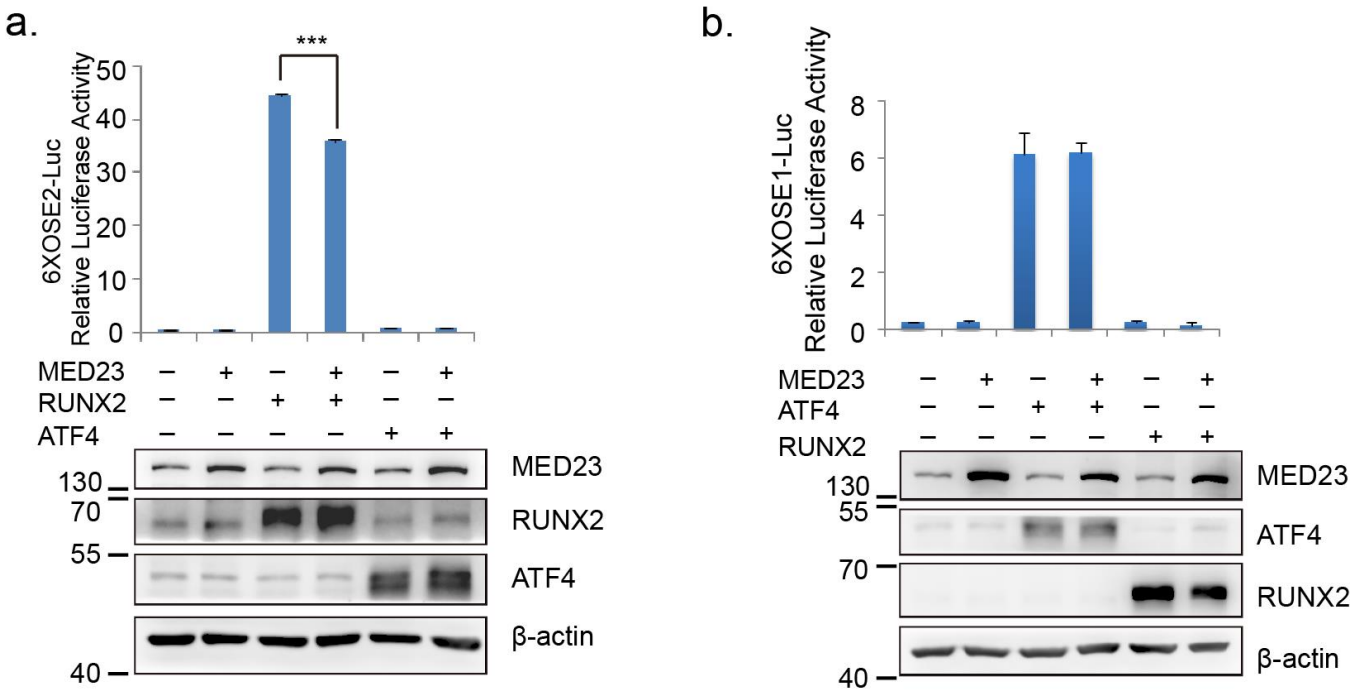

**Supplementary Figure 7.** Effect of MED23 overexpression on RUNX2 or ATF4-mediated luciferase activity

(a) For effect on transcriptional activity of RUNX2, the luciferase assay was performed in control and *Med23* knockdown C310T1/2 cells with the 6XOSE2-Luc report system. Data represent means  $\pm$  s.d. (n=3, *t*-test). \*\*\*  $P < 0.001$ . (b) For effect on transcriptional activity of ATF4, the luciferase assay was performed in control and *Med23* knockdown C310T1/2 cells with the 6XOSE1-Luc report system. Data represent means  $\pm$  s.d. (n=3, *t*-test).

Supplementary Figure 8.

a.

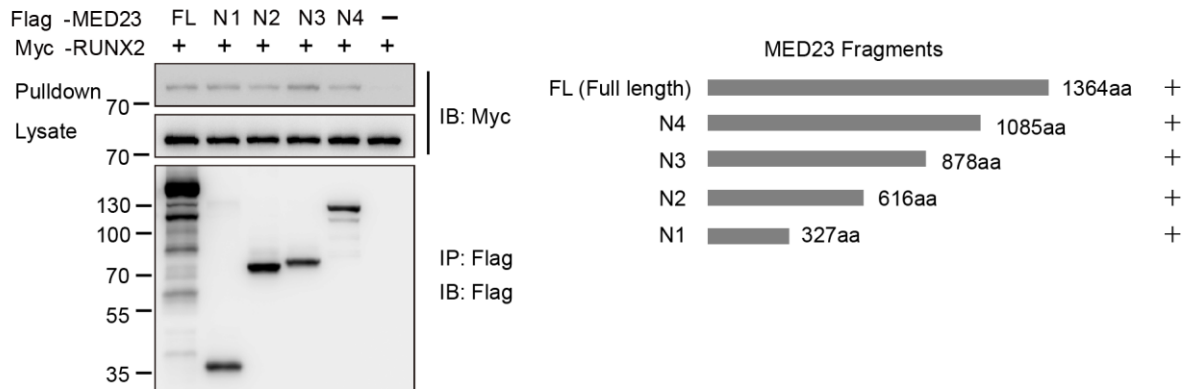

b.

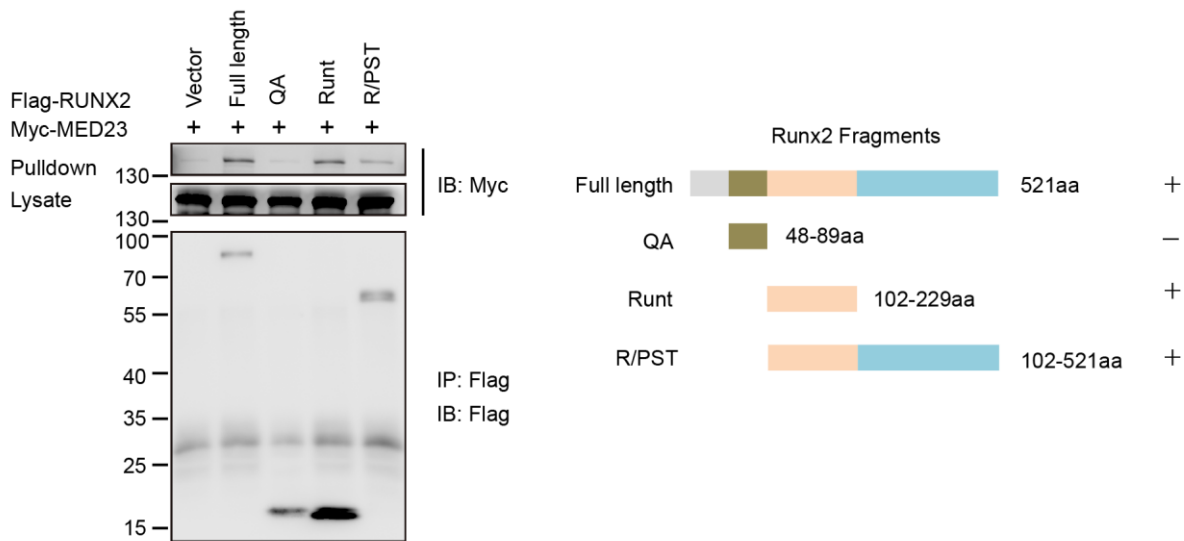

c.

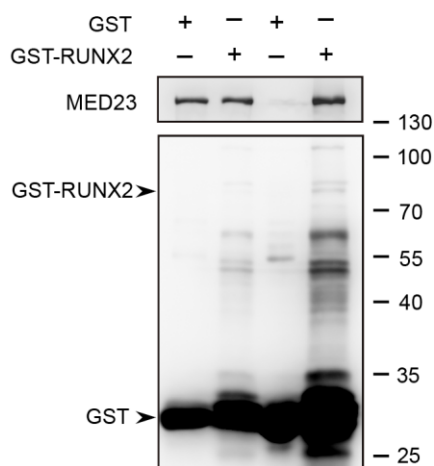

Supplementary Figure 8. Physical interaction of MED23 and RUNX2

(a) 293T cells were transfected with expression of encoding Flag-tagged MED23 deletion mutants and Myc-RUNX2. Flag-MED23 was immunoprecipitated with the anti-Flag antibody, followed by western blotting to detect Myc-RUNX2. (b) 293T cells were transfected with expression of encoding Flag-tagged RUNX2 deletion mutants and Myc-MED23. Deletion mutants of Flag-RUNX2 were coimmunoprecipitated with Myc-MED23 using the anti-Flag antibody. (c) Baculovirus expressed His-Flag-MED23 was purified by Ni-NTA beads, followed by incubation glutathione S-transferase (GST) or GST-RUNX2. The bound proteins were precipitated with glutathione agrose, followed by western blotting with indicated antibodies.

## Supplementary Figure 9.

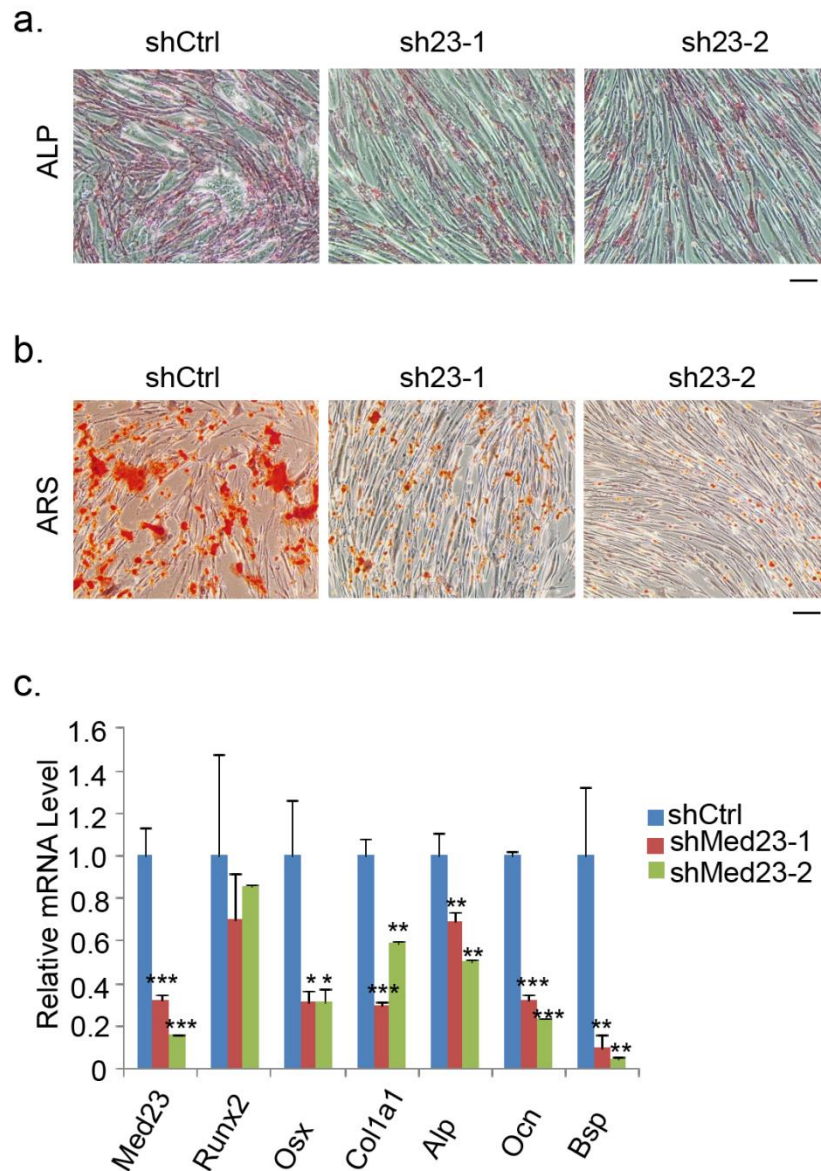

**Supplementary Figure 9.** The effect of Med23 deficiency on osteogenesis of primary human bone marrow-derived mesenchymal stem cells (hBMSCs) in vitro

**(a-b)** Primary hBMSCs were infected with retrovirus which expressed control or *hMed23* shRNAs, followed by cultured in osteogenic medium to differentiate into osteoblasts. ALP and ARS staining were performed at d7 (a) and d14 (b) respectively. Scale bar=100μm. (c) Expression of osteoblastic genes by real time PCR analysis. Data represent means  $\pm$  s.d. (n=3 for each group, *t*-test).

## Supplementary Figure 10.

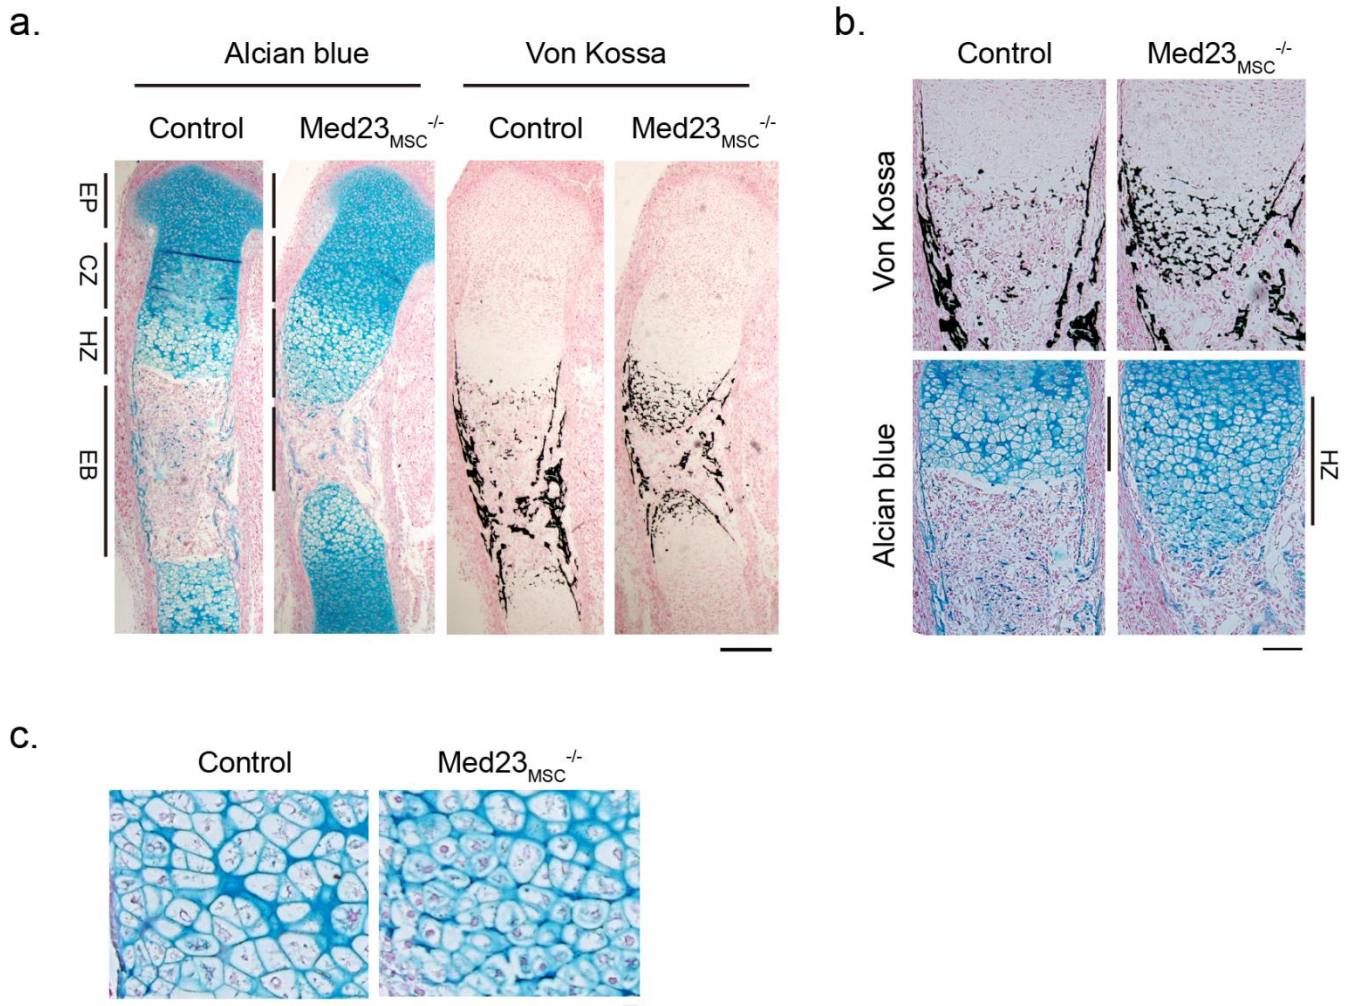

**Supplementary Figure 10.** Terminal maturation of chondrocytes are arrested in Med23-deficient mice (a). Histological analysis of tibia from E16.5 control (*Med23<sup>fl/fl</sup>*) and *Med23<sub>MSC</sub><sup>-/-</sup>* mice by Alcian blue staining and Von Kossa staining according to standard protocols. EP, epiphyses zone; CZ, columnar zone; HZ, hypertrophic zone; EB, hypertrophic zone. Scale bar= 200  $\mu$ m. (b). Zoomed-in image of HZ zone. Scale bar= 100  $\mu$ m. (c) Zoomed-in image of hypertrophic chondrocytes. Scale bar= 10  $\mu$ m.

## Supplementary Figure 11.

Fig. 1b.

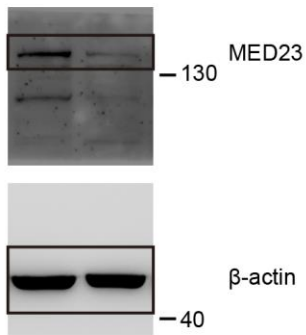

Fig. 3a

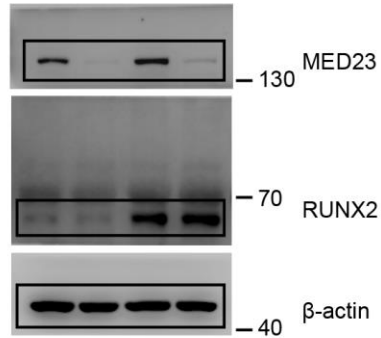

Fig. 5a

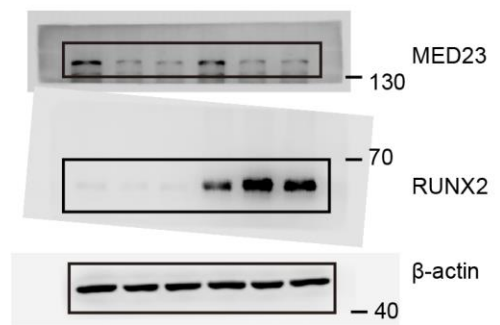

Fig. 5b

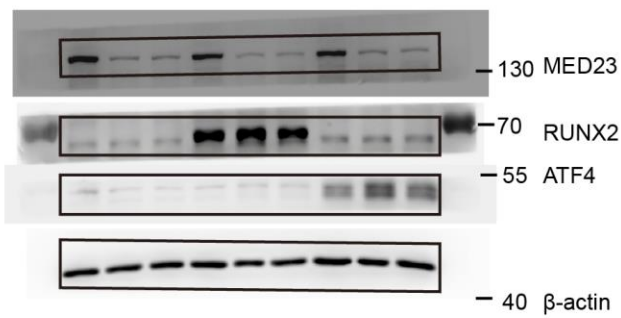

Fig. 5c

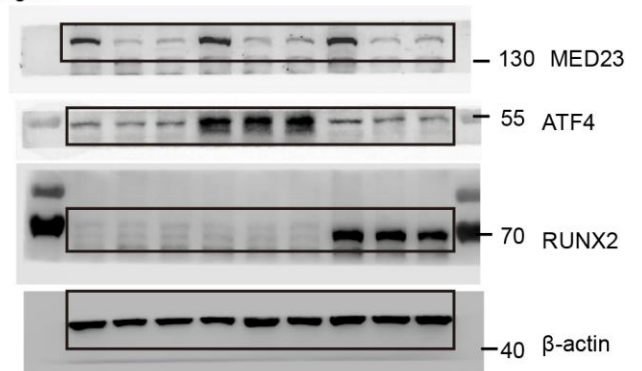

Fig. 5d

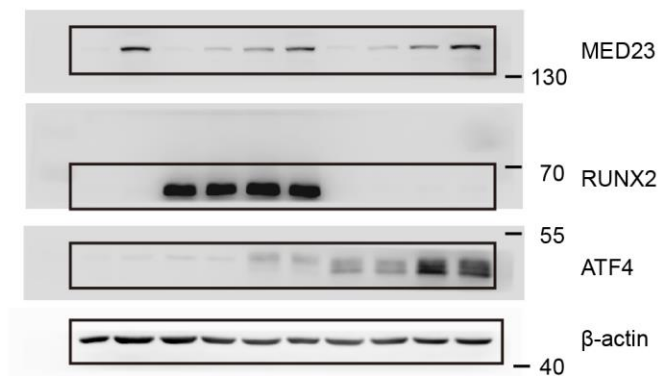

Fig. 5e

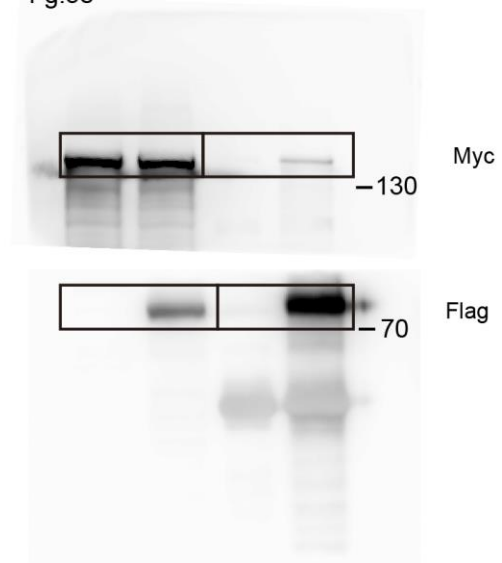

Fig. 5f

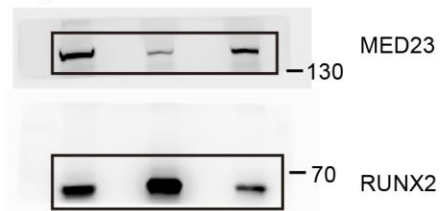

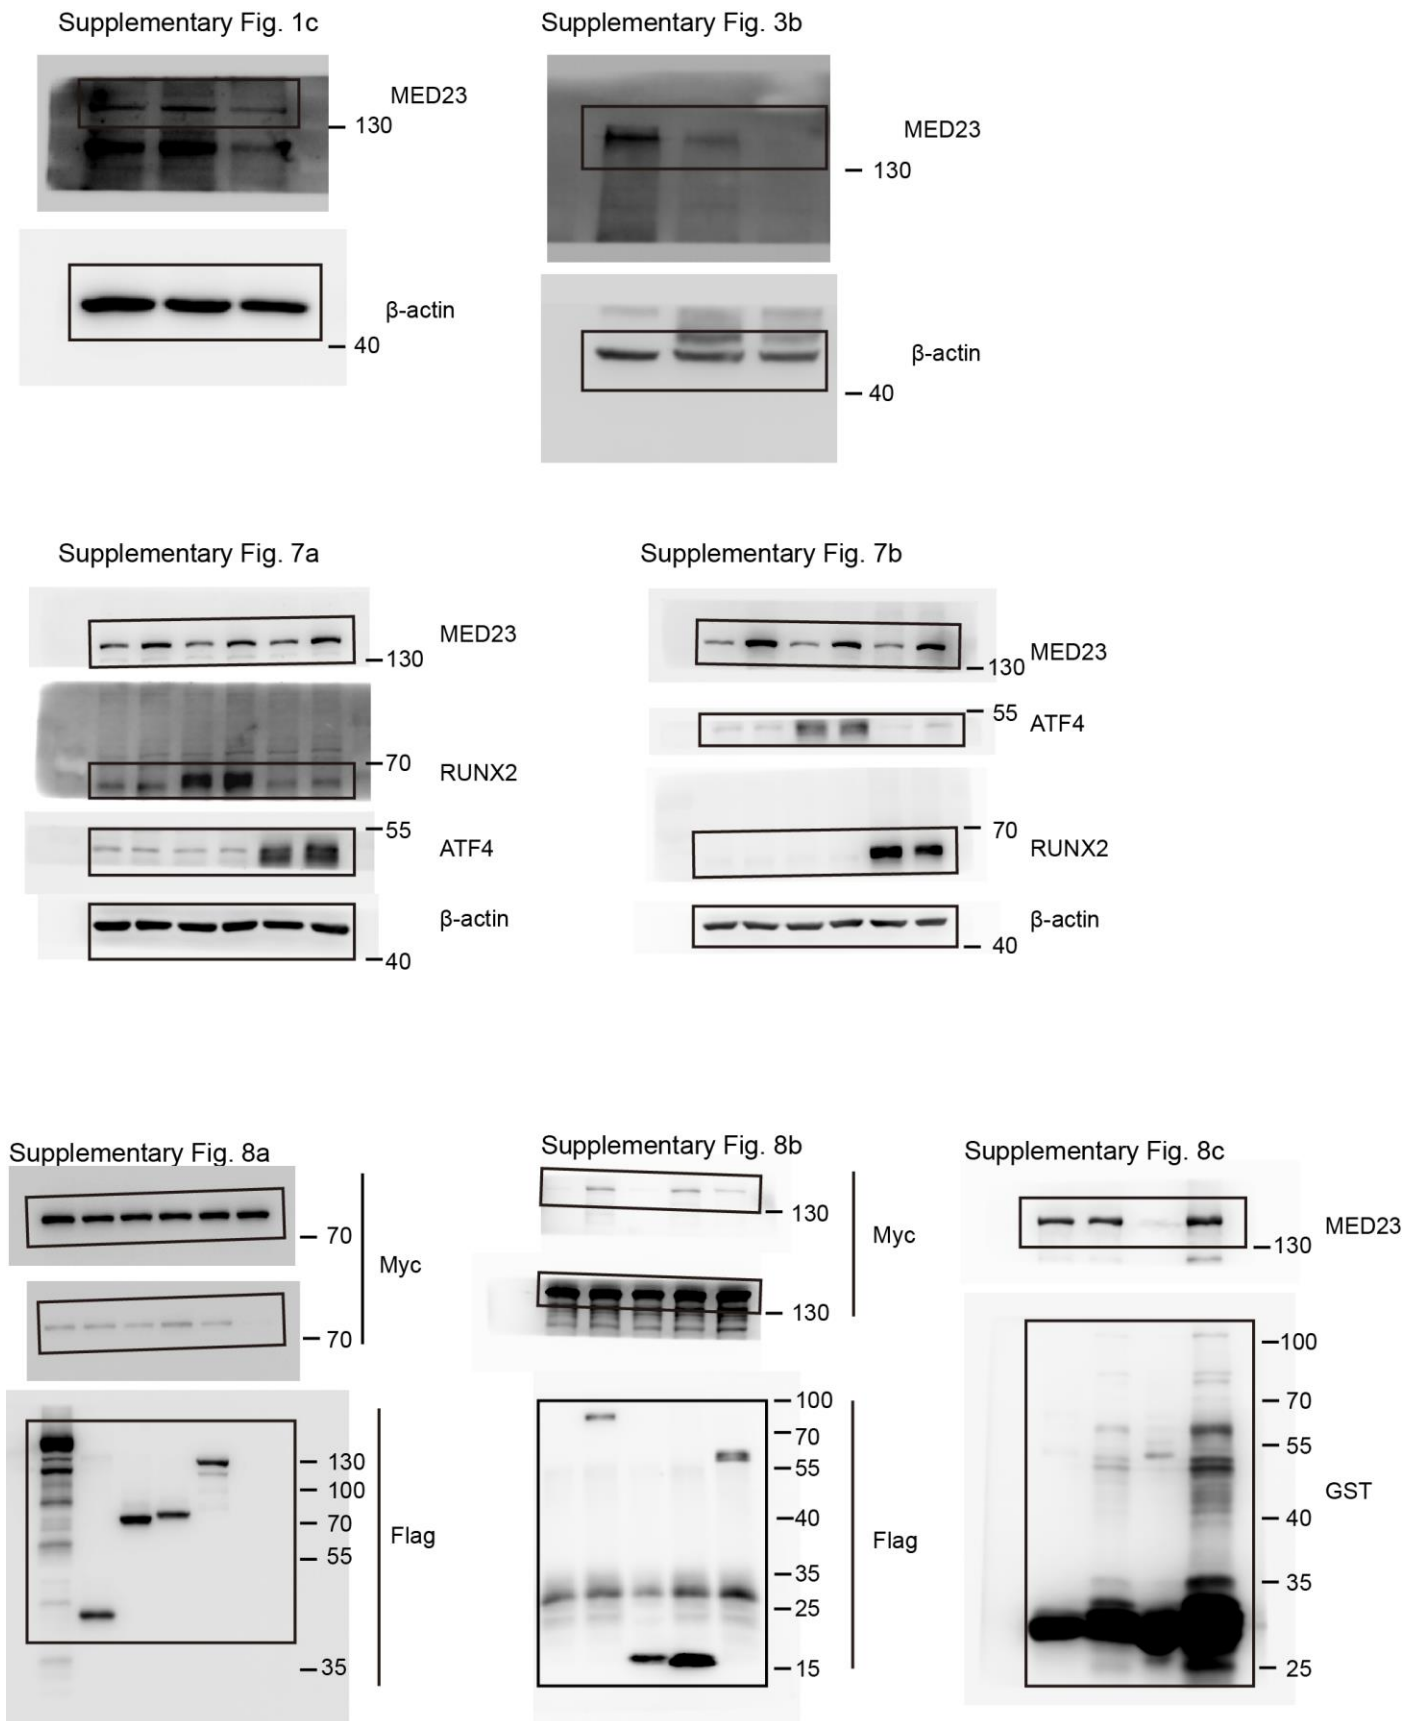

**Supplementary Figure 11.** Uncropped western blots for figures 1, 3, 5, and supplementary figures 1, 3, 7 and 8. The original immunoblots by SDS-PAGE gels cropped for main and supplementary figures are shown. Frames indicate shown bands in corresponding figures.

**Supplementary Table 1.** List of primer sequences for Quantitative RT-PCR

| Gene symbol                        | Sequences (5' to 3')     |                         |
|------------------------------------|--------------------------|-------------------------|
|                                    | Forward primer           | Reverse primer          |
| Gene expression, mouse genes       |                          |                         |
| <i>Gapdh</i>                       | AAC TTTGGCATTGTGGAAGG    | ACACATTGGGGGTAGGAACA    |
| <i>Med23</i>                       | TCGGAAAATCATTGGAGGAG     | CAATAGGCAGGCATTTCGTT    |
| <i>Runx2</i>                       | CCCAGCCACCTTTACCTACA     | TATGGAGTGCTGCTGGTCTG    |
| <i>Col1a1</i>                      | GAGCGGAGAGTACTGGATCG     | GTTAGGGCTGATGTACCAGT    |
| <i>Atf4</i>                        | ATGACCGAGATGAGCTTCCT     | TTACGGAAGCTCTCTTCTTCC   |
| <i>Osx</i>                         | AGCGACCACTTGAGCAAACAT    | GCGGCTGATTGGCTTCTTCT    |
| <i>Ocn</i>                         | GCAATAAGGTAGTGAACAGACTCC | GTTTGTAGGCGGTCTTCAAGC   |
| <i>Alp</i>                         | ATCTTTGGTCTGGCTCCCATG    | TTTCCCGTTCACCGTCCAC     |
| <i>Bsp</i>                         | GGGAGGCAGTGAAGCTTCAG     | CCCGAGAGTGTGGAAAGTGT    |
| <i>Ctsk</i>                        | GAAGAAGACTCACCAGAAGCAG   | TCCAGGTTATGGGCAGAGATT   |
| <i>Mmp9</i>                        | AAAACCTCCAACCTCACGGA     | GTGGTGTTCGAATGGCCTTT    |
| <i>Nfatc1</i>                      | GACCCGGAGTTCGACTTCG      | TGACACTAGGGGACACATAACTG |
| <i>Oscar</i>                       | CCTAGCCTCATACCCCCAG      | CGTTGATCCCAGGAGTCACAA   |
| <i>Dcstamp</i>                     | GGGGACTTATGTGTTTCCACG    | ACAAAGCAACAGACTCCCAAAT  |
| <i>Src</i>                         | GAACCCGAGAGGGACCTTC      | GAGGCAGTAGGCACCTTTTGT   |
| Gene expression, human genes       |                          |                         |
| <i>GAPDH</i>                       | CCAGAACATCATCCCTGCCT     | CCTGCTTCACCACCTTCTTG    |
| <i>MED23</i>                       | CACACCCTGAGCTGTTTTCC     | GGAGCCCTGCATAGAGAAGT    |
| <i>RUNX2</i>                       | GGCAGTTCCCAAGCATTTCA     | AGGTGTGGTAGTGAGTGGTG    |
| <i>OSX</i>                         | CCCTCCCTTTTCCCACTCAT     | GGGTGTGTCATGTCCAGAGA    |
| <i>OCN</i>                         | GCGCTACCTGTATCAATGGC     | TCAGCCAACTCGTCACAGTC    |
| <i>ALP</i>                         | CCCTTCACTGCCATCCTGTA     | GCCTGGTAGTTGTTGTGAGC    |
| <i>BSP</i>                         | CGATTTCCAGTTCAGGGCAG     | CCTCTCCATAGCCCAGTGTT    |
| <i>COL1A1</i>                      | ATGTGCCACTCTGACTGGAA     | CTTGTCTTGGGGTTCTTGC     |
| ChIP assay, mouse gene             |                          |                         |
| Promoter region for Runx2 binding  | GGCTGAGAGAGAGAGAGCAC     | ATGTAAGCAGGAGGAGCAGG    |
| Promoter region for Pol II binding | GAGAGCACAGAGTAGCCGAT     | GAGTGAGCAGAGAGAGGGTC    |
| Coding region                      | CAGTATGGCTTGAAGACCGC     | AGAGAGAGAGGACAGGGAGG    |

**Supplementary Table 2.** The sequences of siRNA oligonucleotides:

|                   | Sequences (5' to 3') |
|-------------------|----------------------|
| shMed23b (mouse)  | GAGATAAGTAAGTTACATG  |
| shMed23c (mouse)  | GCAGCACGCACTTAAATTA  |
| shMed23-1(human)  | GGCAGCAAGAGAGGTTATA  |
| shMed23-2 (human) | GAACCGAGCCTTGATATTG  |
| shCtrl            | GTGCGCTGCTGGTGCCAAC  |

How the deposited data were processed for this re-analysis (not part of the article)

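The RNA-seq libraries of 12 mice were analysed, 3 each of control, *Med23*_MSC_-/-, WT and *Runx2*+/- mice. Conditions and replicate numbers were taken from the deposited labels and the paper's methods. The methods give parietal bone at postnatal day 2, and the labels give calvaria of newborn mice. The authors sequenced total RNA on the Illumina platform and deposited FPKM values, 1 per RefSeq transcript and mouse, in 12 files. The unit was inferred from the values, which scale with transcript length and depth, were not whole numbers and summed to between 891329 and 1068933 per mouse. Values of genes with several transcripts are split over the transcripts, as programs that estimate isoforms do. The aligner, the program, its version and the genome build are not named in the paper's text or the labels. Neither sequencing batches nor dates are given there, so no relation could be recomputed within batches.

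The depth was estimated from the smallest values. The product of FPKM and transcript length of genes with 1 transcript of at least 2 kb gathered between 0.0849 and 0.128 at what is worth 1 fragment, which corresponds to roughly 7800000 to 11800000 fragments per mouse. The estimate is rough, since it takes the lengths of the GENCODE transcripts as those the authors used. At this depth, genes near 1 FPKM rest on few fragments, which limits the precision of their fold changes.

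Transcripts were matched to gene symbols by the NCBI gene table of GRCm38 (29835 transcripts) or the GENCODE M21 transcript table (180 transcripts), and 396 transcripts kept their identifier. The deposited FPKM values of all transcripts of a gene were added up, which gave 23715 genes. Gene positions are those of GRCm38. Genes with at least 1 FPKM in at least 3 of the 12 mice (13059 genes) were tested on log2(FPKM + 1). Computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

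Each mutant group was compared with its own littermates in a separate limma fit of 6 mice, with a mean-variance trend, no covariates and Benjamini-Hochberg adjustment. The test had been planned for read counts, and the plan named this limma fit for the case that the files held normalized values. Genes lower more than 1.5-fold had a log2 fold change below -0.58 and an unadjusted p under 0.05, since the paper gives the fold change and calls the genes significantly downregulated. Its statistics section names a two-tailed, unpaired test for the paper as a whole, and leaves open whether it was used for these lists and with which filter or adjustment. That test was run as an alternative. The legend of Fig. 4c gives another log2 threshold, which was run as an alternative with -0.5. The overlap of both lists was tested by Fisher's exact test against the 13059 tested genes. A difference between the changes in both sets was tested by an interaction contrast in 1 fit of all 12 mice. On 12 simulated mice with 200 genes of known change in 1 of the sets, the fit of 3 mice against 3 recovered 87.5% of the changed genes, 96% of those changed by 2 and 79% of those changed by 1 on the log2 scale, and 3.85% of its calls were unchanged genes. In the other simulated set, where no gene was changed, it called 0 genes. The interaction contrast recovered 81.5%, and 5.23% of its calls were unchanged genes. The simulated noise was independent between genes, without shared variation such as that of muscle and without uneven sexes. These rates need not hold for the real libraries.

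Gene lists for osteoblasts, other cell types, proliferation and sex, 16 in all, were written from general knowledge before any value was read, and a mast cell list was added afterwards. The median log2 fold change of a list was placed among 10000 random lists of the same size drawn from 20 bins of mean expression (seed 1). These lists take genes as independent, which they are not, so the percentiles do not measure the spread between mice. The mean log2 value of a list per mouse was compared by exact two-sided permutation tests, whose smallest p for 3 mice against 3 is 0.1. Differences between the sets were tested over all 400 assignments of genotypes within the sets, with a smallest p of 0.005.

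The genes named in the text followed a rule. They are the genes the paper measures in these mice and, per set and direction, the 5 genes with the largest change among those with an adjusted p under 0.05 whose mutant mice all lay beyond all control mice. The rule added the 5 genes lower in both sets whose smaller fall was largest and the 5 genes with the smallest p for a difference between the sets. Predicted genes and RIKEN clones were counted but not named. *Atp6v0c* and *Hmga1*, which the rule did not select, were named after the data had been seen, for a test of their copies.

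Alternatives were a pseudocount of 0.1, no filter on low values, all 12 mice in 1 fit, the replicate number as a block, other thresholds for the lists, other correlations and each mouse left out in turn. For the difference between the sets, all alternatives were chosen after the data had been seen. Rescaled values, transcripts in place of genes, a log2 ratio of group means and a correlation without genes that follow skeletal muscle were added after the data had been seen. Other splits of the 6 mice of a set (10, of which 4 part all same-numbered pairs) and pairs of such splits (100, of which 16 do so) were counted for every result of a fit across genes. The GO analysis was not repeated, and RT-PCR, protein and histology data were not analysed here.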

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

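Only the splits of the mice for the genes past an adjusted p of 0.05 and the comparison of *Xist* between groups were set beforehand; all other tests in this part were chosen after the result was seen.

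The changes of 3 gene lists differed between both sets at an unadjusted exact p under 0.05, and none of these differences passed adjustment over the 16 lists compared. The skeletal muscle list rose in *Med23*_MSC_-/- mice, where 2 of 3 mutants lay above all controls, and fell in *Runx2*+/- mice, where 3 of 3 lay below all WT mice. Each *Med23*_MSC_-/- mouse lay above the control mouse of the same number. The difference between the sets was 6.81 on the log2 scale (exact p = 0.01 over 400 assignments, adjusted p of 0.08). The proliferation list rose in 3 of 3 *Med23*_MSC_-/- mice and fell in 3 of 3 *Runx2*+/- mice, with a difference of 0.68 (exact p = 0.005, the smallest that these assignments can give, adjusted p of 0.08). The cartilage list fell in *Med23*_MSC_-/- mice, where 2 of 3 mutants lay below all controls, and rose in *Runx2*+/- mice, where 2 of 3 lay above all WT mice, with a difference of -0.69 (exact p = 0.04, adjusted p of 0.213).

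For skeletal muscle, differing amounts of muscle in the dissected pieces were weighed first. The SD of the list within groups was 1.50 on the log2 scale, the largest of the 14 lists apart from those of male genes (1.61) and female genes (2.21), which vary where the sexes are mixed. The next largest was 0.78 for granulocytes. A list that varies this much between littermates of 1 genotype is consistent with muscle left on the bone, and the difference between the sets cannot be told apart from it. For the proliferation list, muscle was tested as a covariate, and the difference between the sets grew to 1.21. With values rescaled to the same sum in each mouse it was 0.55. For the cartilage list, the difference was -1.17 with the muscle covariate and -0.80 with rescaled values. The muscle covariate overlaps with genotype, and the standard errors went from 0.24 to 0.37 for the proliferation list and from 0.31 to 0.52 for the cartilage list. Muscle as the source of the proliferation difference would have shrunk it with this covariate. It grew instead, to 1.21 with a standard error of 0.37. This speaks against muscle for this list only if the relation of both lists within groups also holds between groups. The change of the muscle list differed by 6.81 between the sets, against an SD of 1.50 within groups, so that could not be checked. For the cartilage list, -1.17 with a standard error of 0.52 does not exclude muscle. With rescaled values, both differences kept their direction, the first was smaller and the second larger. Sex, litter and the exact area dissected were not tested for them. These data thus cannot tell a difference in biology between the mutants apart from those explanations or from muscle.

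The change of 20 genes differed between the sets at a limma adjusted p under 0.05 and of 1992 genes at an unadjusted p under 0.05. With the replicate number as a block, 136 genes passed the adjusted threshold. The following tests used the fit without this block and do not speak to the blocked count. Exchanging the groups of 1 set turns the difference between both changes into their sum, so each pair of splits gives 2 counts. Of the 16 pairs of splits of the mice that part all same-numbered pairs, 3 gave as many genes in at least 1 of these counts, the real pair included, and of all 100 pairs of splits 6 did. Taken singly, 4 of 32 counts were as large, 2 of them from the real pair, whose sum passed for 735 genes, and 7 of all 200 were. With 16 pairs of splits no share of pairs can fall under 0.05, so chance is not excluded. The other pairs of splits that were as large all kept the real groups of 1 set, 4 of them those of the *Med23*_MSC_-/- set (both of those among the 16) and 1 those of the *Runx2*+/- set, so they carry the effect of 1 genotype and are not free of it. The remaining pairs mix genotypes in both sets or were smaller, and some keep same-numbered mice together. With log2 *Xist* as a covariate, 15 genes passed, a count within 1.5 times of 20. With the muscle list as a covariate, 0 genes passed an adjusted p of 0.05 and 629 an unadjusted p of 0.05. This covariate overlaps with genotype and widens the standard error of the contrast 1.71 times, which lowers the count by itself, so the 20 genes cannot be told apart from an effect of muscle. Among the 5 genes with the smallest p, *Igf2* (-0.79 in *Med23*_MSC_-/- mice, 0.32 in *Runx2*+/- mice), *Fgl2* (-0.31 and 0.42) and *Epyc* (0.05 and 1.62) had differences of -1.11, -0.73 and -1.57. Their limma adjusted p for the difference were 0.0196, 0.0196 and 0.0225, and each passed in 6 of the 12 fits that left out 1 mouse. *Atp6v0c-ps2* and *Tpsab1*, also among these 5 genes, had differences of -3.44 and -3.22 (limma adjusted p = 0.0053 and 0.0082). Both passed in all 12 of these fits. *Epyc* did not pass without a filter on low values (limma adjusted p = 0.0724).

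The paper lists genes that were lower in the mutants and does not report those that were higher. At an adjusted p under 0.05, 132 genes were higher in *Med23*_MSC_-/- mice and 52 in *Runx2*+/- mice. Counting both directions, the real split gave more genes (205 and 247) than any other: in each set, 1 of the 4 splits that part all same-numbered pairs gave as many, the real one itself, and 1 of all 10. A design with 3 mice per group cannot give a smaller share, so the share alone does not exclude chance. The other splits, which mix genotypes, gave between 0 and 2 genes in each set. The 205 and 247 genes lie far beyond that spread, which argues against chance as their only source. *Xist* differed between the groups, with a log2 fold change of -3.59 in *Med23*_MSC_-/- mice and -1.81 in *Runx2*+/- mice. It was high in control mice 2 and 3 and in WT mouse 1, and near 0 in all 6 mutants, so the groups differed in their sexes. With log2 *Xist* as a covariate in the fit of all 12 mice, the genes past an adjusted p of 0.05 in both directions went from 717 to 125 in *Med23*_MSC_-/- mice and from 95 to 152 in *Runx2*+/- mice. In the *Med23*_MSC_-/- set, the covariate widens the standard error 1.22 times, so the lower count cannot be told apart from lost precision, and sex remains a candidate explanation for part of the changes there. With the muscle list as a covariate in the same fit, 44 genes passed in *Med23*_MSC_-/- mice and 2 in *Runx2*+/- mice (1928 and 899 at an unadjusted p under 0.05). That covariate overlaps with genotype and widens the standard errors 1.27 and 1.55 times, so these counts do not tell muscle and genotype apart. With values rescaled to the same sum in each mouse, 41 genes were higher in *Med23*_MSC_-/- mice and 39 in *Runx2*+/- mice, so the number in *Med23*_MSC_-/- mice depends on the scaling of the libraries and that in *Runx2*+/- mice changed less.

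In *Med23*_MSC_-/- mice, the largest rises were those of *Tmsb15b2* (2.99), *Tac1* (2.07), *Igfbp2* (1.87), *Agtr2* (1.62) and *Vtn* (1.49), with limma adjusted p between 0.0211 and 0.0269. *Tmsb15b2* was at 0 FPKM in 2 of 3 control mice. *Tac1*, *Igfbp2* and *Vtn* also rose in *Runx2*+/- mice, by 1.90, 0.95 and 0.70 on the log2 scale (limma adjusted p = 0.0202, 0.0421 and 0.0346), with all 3 mutants above all 3 WT mice. In the 6 fits of *Med23*_MSC_-/- mice that left out 1 mouse, *Tac1* passed an adjusted p of 0.05 in 4, *Tmsb15b2* in 2, *Igfbp2* and *Agtr2* in 1 each and *Vtn* in 0, while all 5 kept their direction. Without a filter on low values, none of the 5 passed there (limma adjusted p between 0.0551 and 0.0844), and *Tac1* did not pass in *Runx2*+/- mice, nor did it there with the replicate number as a block (limma adjusted p = 0.0517). No biological explanation was tested for these rises.

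In *Runx2*+/- mice, the largest rises were those of *Atp6v0c-ps2* (3.63, limma adjusted p = 0.00148) and *Tpsab1* (3.38, limma adjusted p = 0.00303), and both passed in all 6 fits that left out 1 mouse but not without a filter on low values (limma adjusted p = 0.0518 and 0.0596). Neither changed by more than 0.20 in *Med23*_MSC_-/- mice. *Atp6v0c-ps2*, a copy of *Atp6v0c* on chromosome 6, rose from 21.0 ± 8.19 to 261 ± 18.2 FPKM (SD, n = 3 each), while *Atp6v0c* on chromosome 17 fell from 636 ± 67.9 to 199 ± 24.3 FPKM, a log2 fold change of -1.67. Of the words of 31 nucleotides in the copy, 92.9% also occur in *Atp6v0c*. The sum of both changed by -0.51, less than *Atp6v0c* alone, and the copy held 3.20% of the sum in WT mice and 56.8% in *Runx2*+/- mice (exact two-sided permutation test, p = 0.1, the smallest possible). A parent that falls and a copy that rises give such a sum and share in any case, and the sum was not constant, so these values do not tell reads of *Atp6v0c* that were assigned to its copy apart from a change of both genes. *Hmga1b* on chromosome 11, the copy of *Hmga1* on chromosome 17, showed the same pattern, at 1.16% of the sum in WT mice and 23.0% in *Runx2*+/- mice, with log2 fold changes of 2.07 for the copy and -0.88 for *Hmga1*. *Hmga1b* passed in the main fit (limma adjusted p = 0.0263) and in 2 of 6 fits that left out 1 mouse. It did not pass with a pseudocount of 0.1, without a filter on low values or with the replicate number as a block (limma adjusted p = 0.0551, 0.134 and 0.0706).

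*Atp6v0c* (start at 24163865), *Tpsab1* (25343245) and *Hmga1* (27556574) lie on the chromosome of *Runx2* (44495987) in GRCm38. A candidate explanation is a stretch of chromosome 17 from another mouse strain that was inherited with the *Runx2* allele and carries variants in these genes. If such a stretch changed many genes, genes near *Runx2* would pass more often. Of the 465 tested genes within 25 Mb of *Runx2*, 6.45% had an unadjusted p under 0.01, against 5.67% of 12278 genes elsewhere (genes that follow muscle left out), which gave no difference (one-sided Fisher's exact p of 0.264, taking genes as independent). The test thus gave no sign of such a stretch, although variants in a few genes would escape it, and the reads were not analysed here. More mast cells were weighed for *Tpsab1*, a tryptase gene that the annotation lists as a transcribed pseudogene. The median log2 fold change of 6 other mast cell genes in *Runx2*+/- mice was 0.22, far below that of *Tpsab1*. It lay at percentile 99.25 of the matched random lists, so a small rise of mast cell genes is not excluded. In *Med23*_MSC_-/- mice, this median was 0.71 (percentile 100), while *Tpsab1* changed by 0.17. These values speak against more mast cells as the source of most of the rise of *Tpsab1*.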

How the results depend on the processing

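Alternatives that were set before the data were examined are described first. All alternatives for the difference between the sets, and those named as such, were chosen after seeing the data.

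With a pseudocount of 0.1 in place of 1, 62 genes in place of 38 were lower more than 1.5-fold in both sets. Without a filter on low values, 0 genes were lower and 1 was higher in *Med23*_MSC_-/- mice at an adjusted p under 0.05 (881 lower and 2328 higher at an unadjusted p under 0.05), and 3 were lower and 2 higher in *Runx2*+/- mice. The lists then shared 23 genes and the median per-gene correlation was 0.156. With all 12 mice in 1 fit, 190 genes were lower and 527 higher in *Med23*_MSC_-/- mice and 56 were lower in *Runx2*+/- mice. With the replicate number as a block, 69 genes were lower and 21 higher in *Runx2*+/- mice. These pairs are taken from the labels.

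The overlap of genes lower in both sets moved with the threshold. It was 64 with a fold change over 1.5 alone, 65 with a log2 fold change below -0.5 and an unadjusted p under 0.05, 19 with a two-tailed unpaired test per gene in place of limma, and 6 with an adjusted p under 0.05, at which 65 genes were lower in *Med23*_MSC_-/- mice and 163 in *Runx2*+/- mice. With a log2 fold change below -0.5 alone, 390, 562 and 108 genes were lower in *Med23*_MSC_-/- mice, in *Runx2*+/- mice and in both. The correlation of fold changes across genes was -0.14 by Pearson and 0.14 by Spearman, so its sign depends on the coefficient. The median per-gene correlation fell from 0.214 to 0.143 by Spearman and to 0.0751 as the mean over all 36 ways to match replicates.

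Leaving out 1 mouse in turn also moved the counts at an adjusted p under 0.05. From 0 to 13 genes were lower and from 0 to 22 higher in *Med23*_MSC_-/- mice. In the fit without *Med23*_MSC_-/- mouse 1, where both counts were 0, 615 genes were lower and 1350 higher at an unadjusted p under 0.05. Without control mouse 2, 1 gene was lower and 0 were higher (578 and 1635 at an unadjusted p under 0.05). From 28 to 135 genes were lower and from 6 to 34 higher in *Runx2*+/- mice. The Pearson r across genes went from -0.238 to -0.0219, the median per-gene correlation from 0.145 to 0.306, and the median log2 fold change in *Runx2*+/- mice of the genes lower in *Med23*_MSC_-/- mice from -0.29 to -0.11. That of the osteoblast list in *Runx2*+/- mice went from -0.101 to 0.0558. In contrast, the counts of genes lower more than 1.5-fold stayed between 195 and 265 in *Med23*_MSC_-/- mice, between 332 and 408 in *Runx2*+/- mice and between 30 and 57 in both, and the osteoblast list in *Med23*_MSC_-/- mice between -0.52 and -0.40.

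The number of genes whose change differed between the sets, for which every alternative was chosen after seeing the data, was 20. It was 6 without a filter on low values, 136 with the replicate block and from 2 to 164 with 1 mouse left out in turn.

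In settings added after seeing the data, values rescaled to the same sum in each mouse gave 41 genes higher and 330 lower more than 1.5-fold in *Med23*_MSC_-/- mice, 37 genes that differed between the sets, a median per-gene correlation of 0.279 and a median of 0.00576 for the osteoblast list in *Runx2*+/- mice, which reversed. Values divided by the upper quartile gave 66 genes higher in *Med23*_MSC_-/- mice. With transcripts in place of genes, 0 were lower and 0 higher in *Med23*_MSC_-/- mice (721 and 1949 at an unadjusted p under 0.05), 8 were lower and 6 higher in *Runx2*+/- mice, 330 were lower more than 1.5-fold in *Med23*_MSC_-/- mice and 10 differed between the sets. A log2 ratio of group means below -0.5 with no filter gave 440, 620 and 112 genes lower in *Med23*_MSC_-/- mice, in *Runx2*+/- mice and in both. Without the 165 genes that follow skeletal muscle, the Pearson r across genes was 0.144. Apart from muscle for the Pearson r, the cause was not tested for the results that moved.

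The genes named in the text gave 68 results, which were refitted 841 times. Of these fits, 667 kept the direction and the side of the threshold, 146 no longer passed it, 12 newly passed it and 16 reversed. The genes that reversed had an adjusted p above 0.05 with all mice. With rescaled values, the log2 fold changes of *Med23* and *Atf4* in *Med23*_MSC_-/- mice were -0.0869 and -0.0594, and with the upper quartile -0.0578 and -0.0260. With 1 mouse left out in turn, those in *Med23*_MSC_-/- mice went from -0.0902 to 0.0779 for *Med23*, from -0.0154 to 0.112 for *Atf4*, from -0.363 to 0.0757 for *Ctsk* and from -0.673 to 0.122 for *Oscar*. In *Runx2*+/- mice, they went from -0.0107 to 0.120 for *Med23*, from -0.00317 to 0.221 for *Runx2*, from -0.0650 to 0.214 for *Sp7*, from -0.0300 to 0.106 for *Atf4*, from -0.803 to 0.0689 for *Bglap2* and from -0.0409 to 0.448 for *Col1a1*.

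Alternatives planned for read counts (other count normalizations, a second count test, filters on counts and other prior counts) were not run, because the values are FPKM. Count-based tools such as edgeR and DESeq2 were not used. With roughly 7800000 to 11800000 fragments per mouse, the depth limits the fold changes of genes near 1 FPKM, which the pseudocount shrinks. The low counts at an adjusted p with 1 mouse left out come from fits of 2 mice against 3, which were not tested on simulated data.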

Differences from the paper's values

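For genes lower more than 1.5-fold in *Med23*_MSC_-/- mice, the paper's value is 438 (Fig. 4c) and the value here is 219. Of the alternatives set before the data were examined, a pseudocount of 0.1 (293 genes) and a log2 fold change below -0.5 alone (390 genes) came within 1.5 times of the paper's value. The others did not: they gave 201 without a filter on low values, 210 with all 12 mice in 1 fit, 233 with the replicate block, 273 with a fold change over 1.5 alone, 291 with a log2 fold change below -0.5 and an unadjusted p under 0.05, 158 with a two-tailed unpaired test per gene, 65 with an adjusted p under 0.05 and 195 to 265 with 1 mouse left out in turn. Of the settings chosen after seeing the values, a log2 ratio of group means below -0.5 with no filter (440), values rescaled to the same sum in each mouse (330) and transcripts in place of genes (330) came within 1.5 times, and values divided by the upper quartile (273) did not.

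For genes lower in both sets, the paper's value is 124 and the value here is 38. Among the alternatives set before the data were examined, only a log2 fold change below -0.5 alone (108 genes) came within 1.5 times of it, and the others gave between 6 and 65 genes. A log2 ratio of group means below -0.5 with no filter, chosen after seeing the values, gave 112 genes, and the other settings chosen after seeing the values gave between 47 and 50. For genes lower in *Runx2*+/- mice, 369 here against the paper's 504 is within 1.5 times. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value gave 478 with a pseudocount of 0.1, 338 without a filter on low values, 353 with all 12 mice in 1 fit, 383 with the replicate block, 431 with a fold change over 1.5 alone, 476 with a log2 fold change below -0.5 and an unadjusted p under 0.05, 562 with a log2 fold change below -0.5 alone and 354 to 408 in 5 of the 6 fits that left out 1 mouse. Those not within 1.5 times gave 332 without WT mouse 3, 282 with a two-tailed unpaired test per gene and 163 with an adjusted p under 0.05. The settings chosen after seeing the values gave 507 with transcripts in place of genes, 620 with a log2 ratio of group means below -0.5 and no filter, 376 with the upper quartile and 351 with rescaled values.

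The paper states a positive correlation of global gene expression between both sets (Fig. 4a). The Pearson r of the log2 fold changes across genes was -0.14, the Spearman rho 0.14 and the median per-gene correlation 0.214. The paper states that *Runx2* was unchanged in *Med23*_MSC_-/- calvaria by RT-PCR (Fig. 4e), and in the FPKM values it had a log2 fold change of -0.40 with all 3 mutants below all 3 controls, although its limma adjusted p was 0.127. The paper states that *Osx*, *Alp*, *Col1a1* and *Ocn* were significantly reduced there. Their genes *Sp7*, *Alpl*, *Col1a1* and *Bglap* were lower here, by -0.42, -0.42, -0.70 and -1.95 on the log2 scale, and of these *Bglap* passed an adjusted p of 0.05. *Col1a1* passed it with the replicate block alone (limma adjusted p = 0.0472), and *Bglap* did not pass it without a filter on low values (limma adjusted p = 0.107) or with 1 mouse left out in turn. Fig. 4e shows a fall of *Med23* by RT-PCR in *Med23*_MSC_-/- mice, and its log2 fold change in the FPKM values was 0.00.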

Other observations

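The splits of the mice for the overlap and both correlations, and the tests of tissue composition and of the smooth muscle and adipocyte lists, were set beforehand; the other tests in this part were chosen after the result was seen.

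Other splits of the mice were counted for the comparisons behind Fig. 4a to 4c. In both sets, genes changed more than 1.5-fold in either direction (556 in *Med23*_MSC_-/- mice, 522 in *Runx2*+/- mice) were most numerous in the real split: 1 of the 4 splits that part all same-numbered pairs gave as many, the real one itself, and 1 of all 10. For the 38 genes lower in both sets, 1 of 16 pairs of splits gave as large an overlap in at least 1 combination of directions, the real pair itself, and 2 of all 100 did. Taken singly, 2 of 64 combinations were as large, both from the real pair, whose largest combination, in opposite directions, held 74 genes, and 3 of all 400 were. The other pair that was as large kept the real groups of the *Runx2*+/- set. For the Pearson r across genes, 6 of 16 pairs of splits gave a value as far from 0 and 45 of all 100. For the Spearman rho, 8 of 16 and 41 of 100 did. For the median log2 fold change in *Runx2*+/- mice of the genes lower in *Med23*_MSC_-/- mice, 3 of 16 did and 24 of 100, where the genes lower and the genes higher in a split were both followed. Some of the pairs that were as large kept the real groups of 1 set, 2 of the 16 for the Pearson r and 1 of the 16 for this median. With 16 pairs of splits no share can fall under 0.05. By these counts, neither the Pearson r, the Spearman rho nor this median can be told apart from the way the mice happened to be grouped. The overlap of 38 genes stood apart among the 16 pairs, where the others reached at most 9 genes. The 1 other pair of all 100 that was as large reached 141 genes. The share of pairs alone thus does not exclude chance for the overlap. For the median per-gene correlation, 4 of 16 and 10 of 100 pairs gave as large a value. These are the pairs with the same split in both sets, which leave every pairing of mice as it was, so the counts could not have been smaller and show nothing either way. The other splits mix genotypes within a group.

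The uneven sexes were tested as a source of what both sets shared, since all female libraries were controls. Without WT mouse 1, the *Runx2*+/- set held male libraries only. The overlap was then 30 genes, against 5.94 expected by chance, and the median log2 fold change in *Runx2*+/- mice of the genes lower in *Med23*_MSC_-/- mice was -0.20, below all 10000 matched random lists. Both values lay within 1.5 times of those with all mice, so uneven sexes do not account for most of either. With log2 *Xist* as a covariate in the fit of all 12 mice, the overlap went from 36 to 79 genes and the median from -0.18 to -0.34. Without genes of chromosomes X and Y, the overlap was 35 genes and the median -0.19.

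Shared differences in tissue composition were tested as a source of the correlation between the sets. Of 7 lists for tissues other than bone, 4 moved in the same direction in both sets. With the means of the muscle, cartilage, neural, epidermis and erythroid lists as covariates in the fit of all 12 mice, the Pearson r across genes went from -0.140 to -0.0391. Shared composition would raise r, whereas r was negative and moved towards 0, so this test does not bear on it and leaves it open. Without the 165 genes that follow the skeletal muscle list within groups, r was 0.14. This is consistent with muscle genes, which moved in opposite directions in both sets, contributing to the negative r, although r stayed below 0 with the covariates.

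The erythroid list fell in both sets, with median log2 fold changes of -0.54 in *Med23*_MSC_-/- mice and -1.08 in *Runx2*+/- mice. The mean per mouse gave exact two-sided permutation tests of p = 0.2 in each set. These tests do not use the replicate numbers, and in both sets each mutant lay below the control mouse of the same number. Hemoglobin genes were among the 38 genes lower in both sets.

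The paper cites an earlier study in which MED23 held back smooth muscle and favoured adipocyte differentiation of multipotent MSCs. In *Med23*_MSC_-/- calvaria, the median log2 fold change of 5 smooth muscle genes was 0.61 (percentile 99.95 of matched random lists) and that of 5 adipocyte genes 0.0612 (percentile 50.5). The mean per mouse rose by 0.47 for the smooth muscle list (exact two-sided permutation test, p = 0.1, the smallest possible) and fell by 0.16 for the adipocyte list (exact two-sided permutation test, p = 1). The smooth muscle list thus moved in the direction the paper reports for MSCs, while the direction of the adipocyte list depends on the statistic and no change of it was shown. The mean per mouse of the smooth muscle list also rose in *Runx2*+/- mice, by 0.42, and its difference between the sets was 0.05 (exact p = 0.905), so no difference between the sets was shown.

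The paper states that osteoclast genes did not change with *Med23* deletion by RT-PCR (Supplementary Fig. 2c), in samples not used here. It also reports comparable osteoclast activity from histology and from differentiation in vitro (Supplementary Fig. 2a,b). In calvaria, all 12 osteoclast genes of the list were lower in both sets, with medians of -0.41 in *Med23*_MSC_-/- mice and -0.64 in *Runx2*+/- mice, both below all 10000 matched random lists. All 3 *Runx2*+/- mice lay below all 3 WT mice (exact two-sided permutation test, p = 0.1, the smallest possible), and 2 of 3 *Med23*_MSC_-/- mice lay below all 3 control mice (exact two-sided permutation test, p = 0.3). The mean log2 value of the list was 6.40 in control mouse 1 and 5.64 in control mice 2 and 3. In *Med23*_MSC_-/- mice 1, 2 and 3 it was 5.51, 5.68 and 5.25, so the fall there rests largely on control mouse 1. *Dcstamp* had a log2 fold change of -0.98 in *Runx2*+/- mice (limma adjusted p = 0.0184), and *Ctsk*, *Mmp9*, *Nfatc1*, *Oscar* and *Src* fell by less there without passing an adjusted p of 0.05. *Dcstamp* did not pass without a filter on low values (limma adjusted p = 0.111), and *Ctsk* passed with rescaled values, chosen after seeing the data (limma adjusted p = 0.0356). The immediate early list fell in *Med23*_MSC_-/- mice, with a median of -0.45 (exact two-sided permutation test, p = 0.2), *Egr1* most, by -1.99 (limma adjusted p = 0.0211, and 0.0551 without a filter on low values).

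*Med23* was not lower in *Med23*_MSC_-/- calvaria in the FPKM values. A candidate explanation is that the transcript without exons 5 to 7 is still made and counted, since these exons hold 6.52% of the shorter and 6.14% of the longer of its 2 RefSeq transcripts. The values per transcript cannot show whether the deleted exons are missing, and cells that do not express Prx1-Cre also contribute, so this test leaves both open. For *Runx2*, the FPKM values of *Runx2*+/- mice were not lower than those of WT mice, and values per transcript do not tell the alleles apart.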
